# Intron-mediated induction of phenotypic heterogeneity

**DOI:** 10.1038/s41586-022-04633-0

**Published:** 2022-04-20

**Authors:** Martin Lukačišin, Adriana Espinosa-Cantú, Tobias Bollenbach

**Keywords:** Fungal systems biology, Transcriptomics, Multistability, Single-cell imaging, Fungal genetics

## Abstract

Intragenic regions that are removed during maturation of the RNA transcript—introns—are universally present in the nuclear genomes of eukaryotes^1^. The budding yeast, an otherwise intron-poor species, preserves two sets of ribosomal protein genes that differ primarily in their introns^2,3^. Although studies have shed light on the role of ribosomal protein introns under stress and starvation^4–6^, understanding the contribution of introns to ribosome regulation remains challenging. Here, by combining isogrowth profiling^7^ with single-cell protein measurements^8^, we show that introns can mediate inducible phenotypic heterogeneity that confers a clear fitness advantage. Osmotic stress leads to bimodal expression of the small ribosomal subunit protein Rps22B, which is mediated by an intron in the 5′ untranslated region of its transcript. The two resulting yeast subpopulations differ in their ability to cope with starvation. Low levels of Rps22B protein result in prolonged survival under sustained starvation, whereas high levels of Rps22B enable cells to grow faster after transient starvation. Furthermore, yeasts growing at high concentrations of sugar, similar to those in ripe grapes, exhibit bimodal expression of Rps22B when approaching the stationary phase. Differential intron-mediated regulation of ribosomal protein genes thus provides a way to diversify the population when starvation threatens in natural environments. Our findings reveal a role for introns in inducing phenotypic heterogeneity in changing environments, and suggest that duplicated ribosomal protein genes in yeast contribute to resolving the evolutionary conflict between precise expression control and environmental responsiveness^9^.

## Abstract (web summary)

Experiments in yeast show that introns have a role in inducing phenotypic heterogeneity and that intron-mediated regulation of ribosomal proteins confers a fitness advantage by enabling yeast populations to diversify under nutrient-scarce conditions.

## Main

Free-living cells are frequently challenged by changes in their environment, which results in a need to allocate their resources accordingly. One of the most important cellular processes to manage is the production of ribosomes^10,11^. Ribosome synthesis, although essential for growth and division, consumes a substantial fraction of cellular resources^12^. To assemble into functional complexes, the coordinated expression of tens of ribosomal RNA and ribosomal protein (RP) genes is necessary^13^. In the budding yeast, which underwent a whole-genome duplication followed by the loss or divergence of most duplicated genes^14^, RPs are largely conserved as duplicates (ohnologues) with high sequence identity^2^. Why evolution may have favoured the retention of RP ohnologues remains an open question; possible reasons include increased gene dosage, genetic robustness towards mutations, and distinct biological roles or differential regulation of the duplicated genes^2,14–22^. Recently, it has been suggested that duplicated transcription factors, which are also preferentially retained, might be an evolutionary solution to a trade-off between tight regulation of expression level and responsiveness to environmental changes, such as stress^9^. In this scenario, one ohnologue provides a precise level of protein expression that is required irrespective of the environment, whereas the other one generates population heterogeneity, allowing for a flexible response when the environment changes. While the phenotypic effects of deleting the less-expressed copy of duplicated ribosomal genes are usually observed only under stress^17^, it is unclear whether this paradigm applies to duplicated RPs.

The duplicated RP genes in yeast are highly enriched for introns. Although fewer than 5% of all yeast genes contain an intron^23^, 94 out of 118 (80%) RP genes with an ohnologue do^3^. Differential expression of RPs through intronic regulation could expand their functional repertoire, even within the low sequence divergence; hence, introns may be involved in the evolutionary conservation of RP ohnologues^5,18^. Yeast introns in RP genes affect the expression level of the corresponding gene and, in some instances, that of its ohnologue^6,18,24–26^. Concerted intron retention in transcripts occurs in response to stress, suggesting that splicing regulation has a functional role in yeast^27^. Such a role is supported by the observation that intron deletion in the budding yeast results in growth alterations under conditions including drug treatment, starvation or population saturation^4–6^. Introns are thus clearly relevant for adapting to environmental changes; nevertheless, the determinants and functional outcomes of intron-mediated responses remain unclear.

As ribosome synthesis and protein translation are tightly coupled to growth rate^28^, it is crucial to dissect cellular responses that are specific to particular stressors from responses to non-specific growth-inhibition when studying the effects of stress on ribosomal function. To this end, we previously established a method termed isogrowth profiling^7^. It is based on exposing cells to a combination of two drugs in an antiparallel concentration gradient discretized into separate liquid cultures, while keeping the overall inhibition constant. Analysing the transcriptome along the growth isobole then enables responses that are specific to each drug, or to their combination, to be distinguished from the general stress and growth inhibition responses.

Here, to investigate the role of introns and RPs in stress response, we extend isogrowth profiling from RNA sequencing (RNA-seq) to single-cell protein-level measurements. We found that lithium chloride (LiCl) induces extensive retention of introns in RP transcripts and an intron-dependent bimodal expression of Rps22B, a component of the small ribosomal subunit. The two subpopulations exhibit differential fitness under conditions of starvation and recovery. We show that whereas yeast in standard rich laboratory growth medium do not exhibit Rps22B bimodality, cells in medium with a high concentration of glucose do as they approach stationarity. Together, these results suggest that yeast has evolved an intron-mediated regulation mechanism of Rps22B to cope with uncertainty regarding the possible replenishment of nutrients at the end of exponential growth in a high-glucose environment.

## LiCl inhibits the splicing of RP transcripts

To study the effect of stress on the regulation of ribosomes, we started by investigating the transcriptional response to two growth inhibitors—LiCl, a pleiotropic drug that induces cationic and osmotic stress^29^; and cycloheximide, an inhibitor of the large ribosomal subunit^﻿30^. As regulation of ribosomes is sensitive to changes in growth rate and medium composition^28^, we used an antiparallel concentration gradient of the two drugs applied in separate liquid cultures^7^, which consistently lowered the relative growth rate to near 50% (Fig. 1a, b). We inoculated the drug-free control at a lower cell density so that all samples reach a comparable cell density at the time of collection (Fig. 1b). To determine intron retention, RNA was extracted from the samples, ribo-depleted and sequenced (Methods). This procedure on the series of drug mixtures enabled us to observe the specific effects of stressors on intron retention in a way that is not confounded by growth-rate or cell-density effects.

**Fig. 1:**
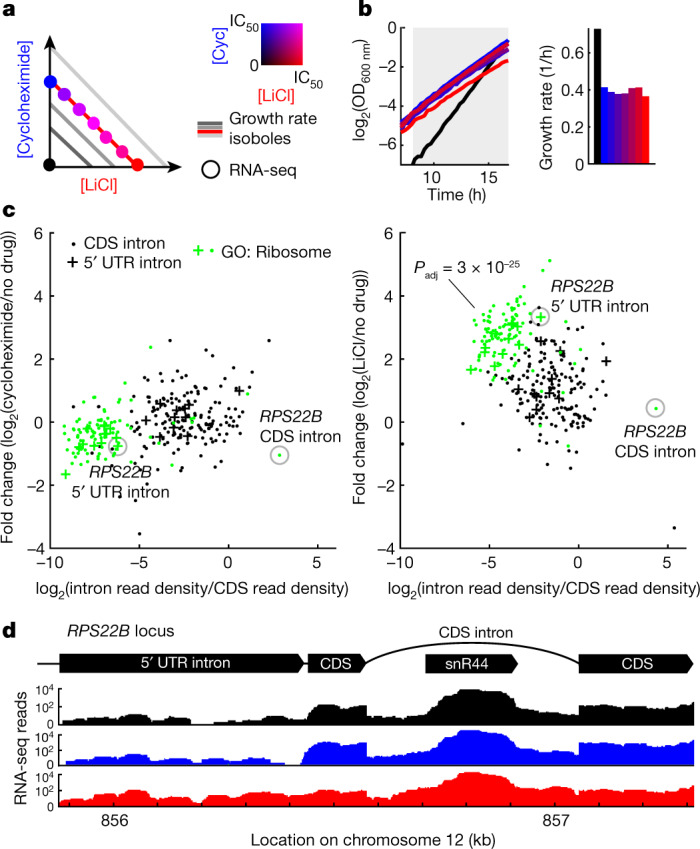
LiCl-induced stress inhibits the mRNA splicing of ribosomal proteins. **a**, Schematic of the isogrowth profiling that was used to characterize changes of splicing in mRNA. The coloured dots indicate the points in the two-drug gradient used to extract total RNA that was subsequently ribo-depleted and sequenced. IC_50_, half-maximum inhibitory concentration. **b**, Growth curves of samples used for RNA-seq. The no-drug control was inoculated at a lower density to reach a comparable optical density at the time of extraction. The shaded area denotes measurements used to determine the exponential growth rates (right). Colour code as in **a**. OD_600 nm_, optical density at 600 nm. **c**, Intron retention rate (intron read density/CDS read density; Methods) for all nuclear introns when treated with cycloheximide or LiCl, normalized to no-drug control (*y* axis) versus non-normalized (*x* axis). The most significantly enriched Gene Ontology (GO) cellular component gene set for the LiCl sample (‘ribosome’) is shown in green with the corresponding *P* value of a hypergeometric test. CDS introns are represented by dots and 5′ UTR introns by plus signs. See Extended Data Fig. 1 for data at other points of the isobole. **d**, RNA-seq counts for the *RPS22B* locus, colour-coded as in **a**. Top, schematic of the *RPS22B* introns and exons and *snR44* locus according to the *Saccharomyces* Genome Database.

We found that LiCl induces extensive intron retention compared to the drug-free control (Fig. 1c). 

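To compare single stressors, cells labelled as wild type were grown in YPD with LiCl, with 0.32 µg ml-1 myriocin, with 0.85 µM fenpropimorph, with 0.4 M NaCl or with 20% glucose. Cultures were re-inoculated every 8 h over a total of 24 h. In the Methods, the LiCl, myriocin and fenpropimorph cultures were selected from gradients by their growth inhibition. NaCl and glucose were used at a single concentration, so their growth inhibition was not set to that of the drugs. Myriocin blocks sphingolipid synthesis and fenpropimorph blocks ergosterol synthesis. From each RNA sample a ribo-depleted and a polyadenylated library were prepared and sequenced with paired 100-bp reads. There was therefore 1 library per culture and library type, and no difference between cultures has a replicate check. The authors aligned the reads to the R64-2 genome with TopHat or HISAT2 and deposited the raw featureCounts read counts for the CDS of each gene, for CDS introns and for 5′ UTR introns. The paper's text does not name which aligner was used for these libraries, the strand setting, or how read pairs and multi-mapping reads were counted. In the 5 ribo-depleted libraries of these cultures, between 36377857 and 53234402 reads were counted on CDS, with a median of 45315420. In the 5 polyadenylated libraries the range was 33700445 to 50337762, with a median of 48277015. Intron retention was computed as in the Methods, as the ratio of intron read density to CDS read density, after adding 0.5 reads to each count. Of the 297 nuclear introns of genes with a CDS count, 24 of them in 5′ UTRs, those with a mean of at least 10 intron reads and 10 CDS reads over the 8 libraries of a type were kept. This left 286 introns in ribo-depleted and 296 in polyadenylated RNA. A drug-free culture was not analysed here, so LiCl was set against each of the other drugs, and those drugs against each other. Changes are log2 ratios between libraries, and all intervals are 95% intervals. For single genes and introns they cover counting error only.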

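In ribo-depleted RNA, the median change in intron retention over the 286 introns was 1.49 for LiCl against fenpropimorph (order-statistic interval of the median 1.12 to 1.79) and 0.98 for LiCl against myriocin (0.58 to 1.33). Between cultures without LiCl, the median was 0.51 for myriocin against fenpropimorph (0.44 to 0.60) and −0.65 for high glucose against myriocin (−0.79 to −0.55), where 92 introns were at least 2-fold lower. Retention was at least 2-fold higher in LiCl for 171 introns against fenpropimorph and for 142 introns against myriocin, whereas 45 introns were at least 2-fold higher in myriocin than in fenpropimorph. It was at least 2-fold lower in LiCl for 9 introns against myriocin and for 5 against fenpropimorph, those of *COX5B*, *YKR005C*, *REC114*, *RRT8* and *MCR1*, which apart from *MCR1* are named after their values were seen. The 102 introns of RP genes had median changes of 3.50 and 2.77 in LiCl against fenpropimorph and myriocin, compared to 0.67 and 0.23 for the 184 introns of other genes. Between myriocin and fenpropimorph these medians were 0.75 for RP genes and 0.35 for other genes. The RP median against myriocin stood at percentile 99.89 of 10000 random lists of 102 introns matched on CDS expression, although a typical random list itself held 77 RP introns so the lists are not independent of the RP introns.
The CDS intron of *RPL22A* (YLR061W, R64-2 chromosome XII, 263206 to 263594) was among the introns with the largest increase. Its retention rose by 4.62 against fenpropimorph (interval 4.22 to 5.03) and by 3.68 against myriocin (3.38 to 3.97). The 5′ UTR intron of *MCR1* (YKL150W, chromosome XI, 166400 to 166487) changed by −1.07 (−1.41 to −0.73) and −1.62 (−1.96 to −1.28), while the CDS reads of *MCR1* numbered 26907 in LiCl, 6492 in fenpropimorph and 4691 in myriocin. The medians over all introns moved most when 5′ UTR introns alone were used, to 2.32 against myriocin and 2.62 against fenpropimorph. Of these 24 introns, 13 are in RP genes, a larger share than the 102 of 286, so intron kind and RP content are not separated. With intron reads divided by the library's TMM-normalized total in place of the CDS reads of the host gene, the median change against myriocin was 0.13 over all introns and −0.01 over RP introns. Against fenpropimorph it was then 0.85 and 1.20.

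**Figure D1:**
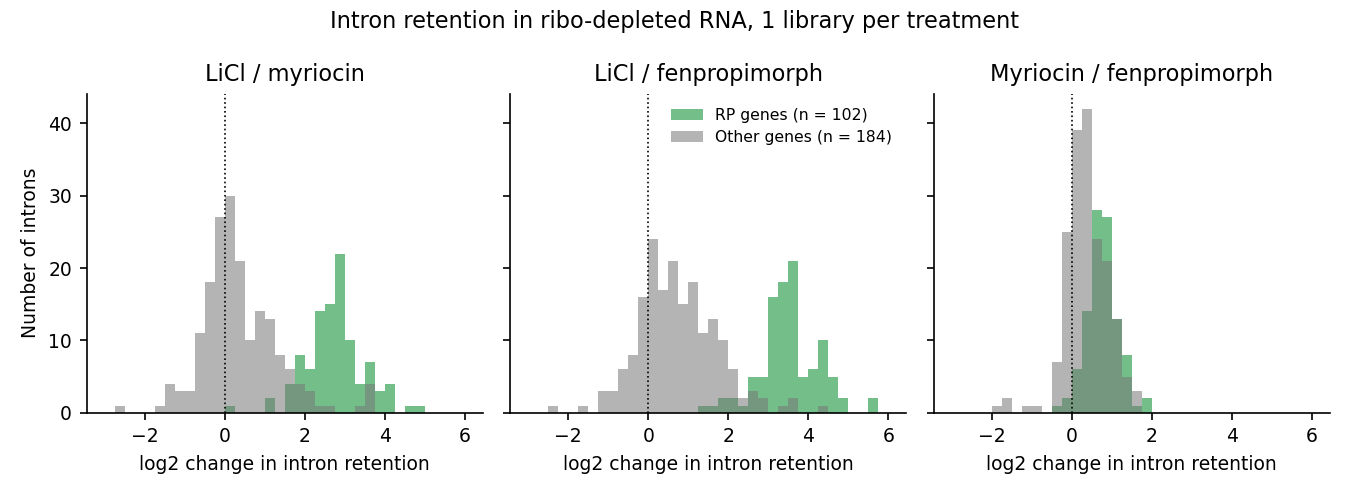
Distribution of the log2 change in intron retention in ribo-depleted RNA for the introns of RP genes (green, n = 102) and of other genes (grey, n = 184), in bins of 0.25, with a dotted line at no change. The RP introns centre at 2.77 and 3.50 in the comparisons with LiCl and at 0.75 between myriocin and fenpropimorph.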

Intron retention was not due to changes in growth rate or general stress, as no such increase was observed when cells were treated with cycloheximide (Extended Data Fig. 1a), or with two other drugs with different targets (Extended Data Fig. 2a). RP transcripts were the functional gene set most strongly affected by this increase in intron retention (Benjamini–Hochberg-corrected hypergeometric test, *P*_adj_ *=* 3 × 10^−25^, Fig. 1c, Extended Data Fig. 1b, c, Methods). The increase in intron retention was correlated with a decrease in their host transcript level (Extended Data Fig. 1d, e). 

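In the polyadenylated libraries of the same RNA samples, the median change in intron retention over 296 introns was 1.39 for LiCl against myriocin (order-statistic interval 1.16 to 1.61) and 1.63 for LiCl against fenpropimorph (1.44 to 1.98). It was 0.41 for myriocin against fenpropimorph (0.35 to 0.49) and −0.96 for high glucose against myriocin (−1.12 to −0.85), with 142 introns at least 2-fold lower. In LiCl, 181 introns were at least 2-fold higher than in myriocin and 206 were at least 2-fold higher than in fenpropimorph. All 102 RP introns were among both sets, with medians of 2.83 and 3.48, whereas the 194 introns of other genes had medians of 0.74 and 1.08. Of the 286 introns that passed the filter in both library types, retention was higher in LiCl against each drug in both types for 209, and at least 2-fold higher in all 4 comparisons for 133, of which 101 were RP introns. The RP intron outside this set was that of *RPS9A* (YPL081W, chromosome XVI, 404957 to 405457), which changed by 0.07 (−0.17 to 0.30) against myriocin in ribo-depleted RNA. The *RPL22A* intron had 2634 intron reads and 8026 CDS reads in LiCl, against 595 and 47154 in myriocin, a change of 4.70 (4.57 to 4.83). Retention of the *MCR1* 5′ UTR intron changed by −2.23 (−2.60 to −1.86) against myriocin in this fraction. Intron reads were also divided by the library's TMM-normalized total in place of the host CDS reads. The median changes against myriocin were then 0.57 over all introns, 0.47 over RP introns and 0.69 over the introns of other genes. Against fenpropimorph they were 1.32, 1.79 and 0.96, with RP introns above the others.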

Analysing RNA-seq reads that span the exon–intron junctions confirmed that introns are retained in mature transcripts, rather than being spliced out but not degraded (Extended Data Fig. 1f); this observation was further corroborated by observing the increase in intron retention also in the polyadenylated fraction of RNA (Extended Data Fig. 2b). It has previously been proposed that splicing of RP genes is downregulated by the accumulation of stable excised introns in the stationary phase^4^. However, these introns were not retained differently to other introns under LiCl stress (Extended Data Fig. 1g), suggesting that the high retention of introns in RP transcripts observed with LiCl treatment is not mediated by the stable linear excised introns previously reported.

## Osmotic stress induces Rps22B bimodality

*RPS22B* was a clear outlier with respect to intron retention under LiCl treatment. *RPS22B* encodes a component of the small ribosomal subunit and is one of only nine *Saccharomyces cerevisiae* genes containing two introns^31^. The intron in the 5′ untranslated region (5′ UTR) of *RPS22B* showed the highest increase in intron retention among 5′ UTR introns under osmotic stress (Fig. 1c), whereas there appeared to be numerous copies of the coding sequence (CDS) intron of *RPS22B*, presumably owing to a small RNA encoded within the intron that is under separate regulation (Fig. 1d; *snR44*). The prevalence of stop codons in the introns of *RPS22B* (Extended Data Fig. 3a, b), typical of yeast introns^32,33^, suggested that intron retention in the transcript could manifest itself in altered protein levels rather than protein isoforms. To observe the single-cell behaviour of Rps22B at the protein level, we coupled the rigorously controlled combinatorial drug treatment to flow cytometry using a yeast strain with a GFP-tagged Rps22B^8^. Notably, Rps22B exhibited two clearly distinct levels of expression at intermediate LiCl concentrations (Fig. 2a). Other osmotic stressors similarly induced bimodal expression of Rps22B (Extended Data Fig. 3c).

**Fig. 2:**
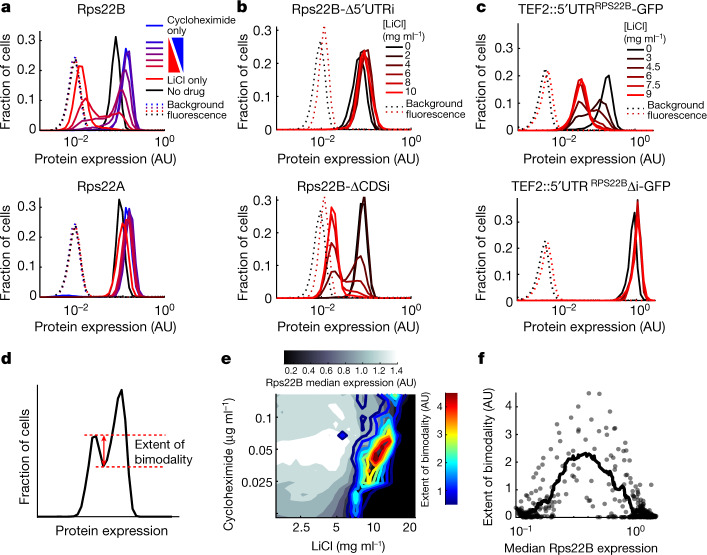
The 5′ UTR intron mediates bimodal Rps22B protein expression under LiCl, consistent with a bistable regulatory loop. **a**, Histograms of flow cytometry measurement of strains with GFP-tagged Rps22B or Rps22A. The RP gene *RPS22B*, which contains the 5′ UTR intron with the largest increase in retention due to LiCl, exhibits bimodal protein expression at intermediate LiCl concentrations, whereas its ohnologue, *RPS22A* that contains no introns, does not. See Extended Data Fig. 3 for Rps22B expression in other osmotic stresses. AU, arbitrary units. **b**, As in **a**, but with seamless deletion of either of the *RPS22B* introns (Δ5′ UTRi, deletion of 5′ UTR intron; ΔCDSi, deletion of CDS intron). See Extended Data Fig. 3d for a strain with both introns deleted. **c**, As in **a**, but for strains with the 5′ UTR of *RPS22B* fused to *GFP*, with or without the 5′ UTR intron. **d**, Ad hoc definition of the extent of Rps22B bimodality (Methods). **e**, The extent of Rps22B bimodality (coloured lines) is overlaid on the median protein level of Rps22B (greyscale) in a two-drug gradient of LiCl and cycloheximide. **f**, Extent of Rps22B bimodality as a function of median Rps22B protein level is shown for all wells in the 2-drug gradient (dots) alongside the running average with a window of 30 data points (line). Rps22B bimodality peaks at a certain level of median Rps22B expression, rather than at a certain growth rate or LiCl concentration. See Extended Data Figs. 4, 5 for comparison with LiCl–myriocin drug pair.

## The 5′ UTR intron mediates Rps22B bimodality

Although LiCl induced bimodal expression of Rps22B, no such expression pattern was observed for Rps22A, the intronless ohnologue of Rps22B (Fig. 2a), the protein sequence of which is identical to that of Rps22B except for a single amino acid (Extended Data Fig. 3d). As the promoters of *RPS22A* and *RPS22B* behave similarly under different conditions^34^, we hypothesized that the bimodal expression of Rps22B that is observed under osmotic stress depends on the presence of one or both introns; the 5′ UTR intron in particular is highly conserved both within Saccharomycetaceae^23^ and in *S. cerevisiae* itself (Extended Data Fig. 3e). Deletion of the 5′ UTR intron, but not the CDS intron, abrogated the bimodal expression of Rps22B under LiCl stress (Fig. 2b, Extended Data Fig. 2f). In addition, it resulted in higher levels of *RPS22B* transcripts (Extended Data Fig. 3g) and protein (Fig. 2b, Extended Data Fig. 3f) under LiCl stress compared to the parental strain. 

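The 5′ UTR intron of *RPS22B* (YLR367W) spans positions 855878 to 856434 of chromosome XII in R64-2, on the plus strand. The cells labelled as its deletion strain were sequenced after growth in LiCl as 1 polyadenylated library, with 39881024 reads on CDS, and 1 ribo-depleted library, with 48022653. These libraries held 594 and 269 reads on this intron. The other 7 libraries of each type held 71 to 895 and 165 to 1175, with 285 and 165 in the wild type in LiCl. Retention of this intron in the library labelled intron deletion changed against the wild type in LiCl by −0.97 (interval −1.19 to −0.74) in polyadenylated RNA, rank 280 of 296 introns from the highest change. In ribo-depleted RNA it changed by −1.63 (−1.95 to −1.31), rank 286 of 286. The intron reads were more numerous than in the wild type in LiCl, so the lower ratio goes with a higher CDS count. The median changes over all introns were −0.36 and −0.13. The origin of these reads was not determined, and the deletion is therefore named here by its label. The labels also give this strain a GFP fusion of *RPS22B*, which those of the wild-type cultures do not.
The *RPS22B* CDS count in polyadenylated RNA was 4422 in the library labelled intron deletion and 1085 in the wild type in LiCl. After TMM normalization these counts equalled 112 and 21.2 CPM (counts scaled to a common library size), a log2 change of 2.40 (2.31 to 2.50). In ribo-depleted RNA the counts were 2137 and 424, or 52.4 and 9.24 CPM, a log2 change of 2.50 (2.35 to 2.65). In both library types this was the largest increase among the 137 RP genes, whose median changes were −0.40 and −0.21. The intronless ohnologue *RPS22A* (YJL190C) changed by −0.65 (−0.71 to −0.60) and −0.59 (−0.71 to −0.48). The CDS of *RPS22A* and *RPS22B* are 89.6% identical and share no window of 50 bp. Set against the median of the other RP genes, the alternative that moved *RPS22B* most, the changes were 2.80 and 2.72.
The LiCl libraries compared also differed in marker genes. In the libraries labelled intron deletion, *LYS2* had 4 polyadenylated and 3 ribo-depleted reads and *HIS3* had 0 and 0, near or below the 3 reads taken as the smallest detectable count. The wild type in LiCl had 6707 and 5591 reads on *LYS2* and 5097 and 1220 on *HIS3*. Conversely, *MET17* had 3048 and 1225 reads in the libraries labelled intron deletion and 1 and 0 in the wild type. The Methods give *LYS2* and *HIS3* as deleted in the parental strain of the intron deletion. By these markers the wild type compared here is another strain, so strain background and the deletion are not separated.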

No growth defects that could explain the differences in protein expression between the strains were observed (Extended Data Fig. 3h). This suggests that, in the absence of the 5′ UTR intron, cells under LiCl stress can no longer downregulate the production of Rps22B, consistent with previous reports that the double-stranded RNA structure contained in the intron is necessary for the regulated degradation of the transcript^35^. Fusing the 5′ UTR of *RPS22B* to *GFP* conferred bimodal GFP expression under LiCl stress, but only if the 5′ UTR intron was left intact (Fig. 2c). These results show that the 5′ UTR of *RPS22B* is a *cis*-regulatory element sufficient to confer bimodal protein expression to an unrelated gene, and corroborate that the evolutionarily conserved 5′ UTR intron is necessary for this effect.

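Besides the unsorted cultures, sorted cells were sequenced, which according to the Methods were of the Rps22B–GFP strain with constitutive mCherry expression. The genotype labels name the mCherry construct for the ribo-depleted libraries only, and give *HO* as deleted there, whereas 1572 and 1886 reads were counted on *HO* in Rps22B-high and Rps22B-low cells. In the Methods the cells were kept for 6 h in 4.5 mg ml-1 LiCl, whereas the deposited sample labels give 24 h. They were sorted by GFP into Rps22B-high and Rps22B-low populations, and each gave 1 polyadenylated and 1 ribo-depleted library. The reads counted on CDS were 29557254 for Rps22B-high and 38045922 for Rps22B-low cells in polyadenylated RNA, and 40559261 and 38452332 in ribo-depleted RNA. Counts were made by the authors and processed here as for the unsorted cultures. For each library, the intron share of intron plus CDS reads was given its Wilson interval, which was then rescaled to the density ratio. Transcript levels are CDS counts scaled by TMM normalization over the 8 libraries of a type.
The measured intron is 557 bp long, begins with GTATGTGGACGAGGTGTGGT, ends with TTTCAAAACATAGTAATTAG and lies 7 bp upstream of the start codon. The CDS is split into 856442 to 856574 and 857058 to 857317 by a CDS intron of 483 bp. This second intron contains *snR44* at 856710 to 856920, and reads of the small RNA count as reads on the CDS intron. The annotation places no gene other than *RPS22B* and *snR44* in this stretch.

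**Figure D2:**
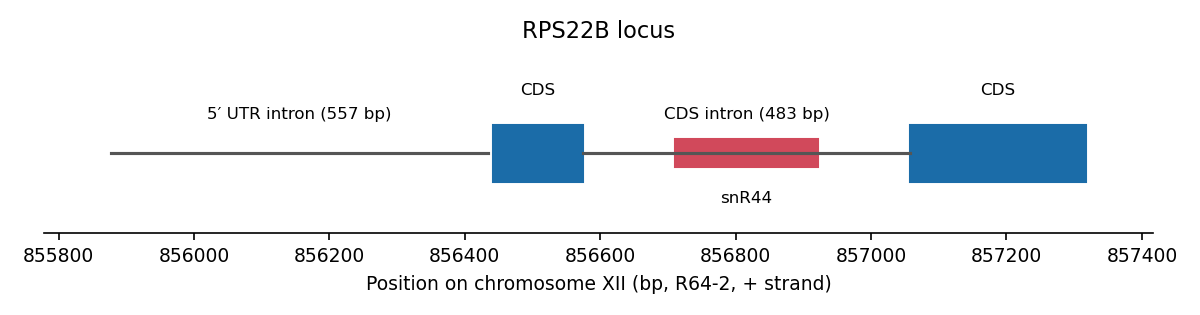
Map of the *RPS22B* locus on chromosome XII, with position in bp on the horizontal axis. Blue boxes are the CDS segments, grey lines the introns of 557 bp and 483 bp, and the red box *snR44*.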

To further elucidate the role of the 5′ UTR intron in the protein heterogeneity of Rps22B, we quantified intron retention in different situations. 

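In polyadenylated RNA, retention of the *RPS22B* 5′ UTR intron was 32.7% of the CDS read density in Rps22B-high cells (Wilson interval 28.6% to 37.4%, from 310 intron and 669 CDS reads) and 37.6% in Rps22B-low cells (32.3% to 43.6%, from 263 and 494 reads). The log2 change of −0.20 had a counting interval of −0.49 to 0.09, and a two-sided Fisher's exact test on the reads of these libraries gave p = 0.181. In ribo-depleted RNA, retention was 10.4% (9.21% to 11.7%) in Rps22B-high and 8.46% (7.42% to 9.64%) in Rps22B-low cells, a log2 change of 0.30 (0.04 to 0.55). Here Fisher's exact test gave p = 0.0258, which compares the libraries and not the conditions. If both mates of each read pair had been counted, the interval would widen to −0.07 to 0.66. The lower retention in Rps22B-high cells was thus not detectable at this depth in polyadenylated RNA, and the value in ribo-depleted RNA had the opposite sign.
The *RPS22B* CDS transcript level in polyadenylated RNA was 19.5 CPM in Rps22B-high and 10.7 in Rps22B-low cells. This log2 change of 0.86 (0.69 to 1.03) was the largest among the 137 RP genes, whose median was −0.10. In ribo-depleted RNA the levels were 42.8 and 42.2 CPM, a log2 change of 0.02 (−0.07 to 0.11). This ranked 100 of the 137 RP genes from the highest change, below their median of 0.16. With counts scaled to the library total in place of TMM normalization, this last value became −0.13, while the median of all genes moved to −0.15. *RPS22A* changed by 0.12 (−0.17 to 0.42) and by 0.31 (0.18 to 0.45) in the respective library types.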

Fluorescence-activated cell sorting (FACS) of the LiCl-induced Rps22B-bimodal cells showed that Rps22B-high cells have lower intron retention and higher CDS transcript level; however, these differences alone appear insufficient to account for the pronounced bimodality in protein expression (Extended Data Fig. 3g). Moreover, sequencing the polyadenylated RNA fraction revealed that although LiCl induces a strong increase in 5′ UTR intron retention in the Rps22B transcript, this increase is not necessary for the induction of Rps22B protein bimodality by other osmotic stressors (Extended Data Fig. 3g). This suggests that the bimodal expression of Rps22B under osmotic stress is mediated by a post-transcriptional mechanism that requires the presence of the 5′ UTR intron and amplifies cell-to-cell differences in intron retention at the protein level.

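In the polyadenylated libraries of the wild-type cultures, the 5′ UTR intron of *RPS22B* was retained at 18.5% of the CDS read density in LiCl (Wilson interval 16.3% to 21.1%, from 285 intron reads). Retention was 3.40% in NaCl (3.16% to 3.67%, from 717 intron and 14874 CDS reads) and 3.31% in high glucose (2.61% to 4.19%, from 71 and 1515 reads). It was 5.14% in myriocin (4.80% to 5.50%) and 3.34% in fenpropimorph (3.00% to 3.71%). On the log2 scale, LiCl exceeded NaCl by 2.45 (2.23 to 2.66), high glucose by 2.48 (2.09 to 2.87), fenpropimorph by 2.47 (2.23 to 2.72) and myriocin by 1.85 (1.64 to 2.06). Fisher's exact test between the LiCl and NaCl libraries gave p = 5.34e-88, which compares those libraries only. Against fenpropimorph, NaCl changed by 0.03 (−0.16 to 0.21) and high glucose by −0.01 (−0.38 to 0.37), both within counting error. Against myriocin, NaCl changed by −0.59 (−0.74 to −0.45) and high glucose by −0.63 (−0.98 to −0.27).
In ribo-depleted RNA, retention was 27.5% in LiCl (22.9% to 32.9%), 14.1% in high glucose (12.1% to 16.4%), 13.3% in myriocin (12.4% to 14.3%), 9.87% in NaCl (9.29% to 10.5%) and 6.39% in fenpropimorph (5.72% to 7.13%). In this fraction high glucose exceeded fenpropimorph by 1.14 (0.87 to 1.41) and NaCl exceeded it by 0.63 (0.45 to 0.81). The *RPS22B* CDS level in polyadenylated RNA was higher in NaCl than in LiCl by a log2 change of 4.15 (4.06 to 4.24). Intron reads were also divided by the library's TMM-normalized total in place of CDS reads. LiCl against NaCl was then −1.71 and LiCl against high glucose was 1.43 in polyadenylated RNA. In ribo-depleted RNA these were −3.00 and −0.44. The paper states, from the polyadenylated fraction, that other osmotic stressors can induce bimodality of the Rps22B protein without needing this increase. Its Methods measured bimodality at a higher NaCl concentration than the 0.4 M of the sequenced culture. In high glucose it reports clear bimodality near saturation, whereas re-inoculation kept the sequenced cultures in exponential phase. Whether Rps22B was bimodal in the sequenced cultures is not known here.

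**Figure D3:**
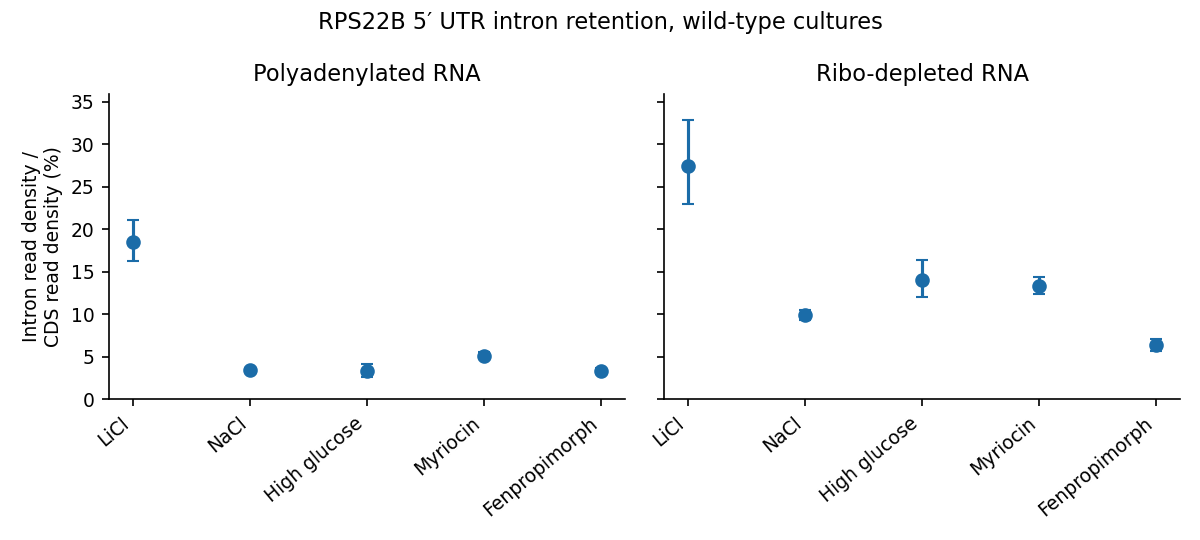
Retention of the *RPS22B* 5′ UTR intron, as intron read density in percent of CDS read density, in the 5 wild-type cultures, with 1 library per point and bars for 95% Wilson intervals rescaled to the density ratio. LiCl lies at 18.5% in polyadenylated and 27.5% in ribo-depleted RNA, above the other cultures in both.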

## Rps22B expression is potentially bistable

A bimodal pattern of expression suggests—but does not necessarily imply—an underlying bistable regulatory circuit, such as a positive feedback loop^36^. A general hallmark of such a regulatory circuit is the existence of an unstable fixed point. Here, this fixed point would correspond to a protein level at which a small increase or decrease causes the cell to go to one of the two stable fixed points that correspond to high or low expression states^37^, respectively. To address whether such an unstable fixed point exists for Rps22B, we examined the Rps22B bimodality in the presence of LiCl while using another drug to perturb the growth rate and, as measured, the overall level of Rps22B. We used an automated liquid handling set-up that enables continuous monitoring of culture over a fine two-drug gradient distributed over six 96-well microtitre plates^7^ (Extended Data Fig. 4a), and at the end of the incubation measured the single-cell protein expression by flow cytometry (Methods). We used LiCl in combination with two drugs with disparate mechanisms—the translation inhibitor cycloheximide and the sphingolipid synthesis inhibitor myriocin^38^. We found that the extent of how clearly the expression levels of the two subpopulations are separated into two peaks depends primarily on the median protein level of Rps22B (Fig. 2d, e, Extended Data Fig. 4c, d), with a maximum at an intermediate level (Fig. 2f, Extended Data Fig. 4e). This behaviour is consistent with the existence of an unstable fixed point at this protein level, causing what would be an otherwise log-normally distributed population centred around this point to divide equally into the two presumably stable subpopulations.

## Single-cell isogrowth profiling

To investigate the extent to which osmotic or translation stress induces distinct cellular states, as observed for Rps22B, we took advantage of the yeast protein–GFP library^8^, which contains 4,156 strains with single protein–GFP fusions, and performed genome-wide single-cell isogrowth profiling (Extended Data Fig. 6a–c). We profiled the entire library in four of the conditions used previously (Supplementary Table 1) and selected strains that, on visual inspection, did not show a clearly unimodal expression pattern for further characterization using a more detailed antiparallel gradient (Supplementary Table 2). We found several instances of protein expression heterogeneity resulting from non-specific growth inhibition (Extended Data Fig. 6d) or specifically from either of the stresses (Extended Data Fig. 6e). Cycloheximide induced bimodal expression of Hsp12, the budding yeast persistence marker^39^, and of Aro9, an enzyme involved in production of the yeast quorum-sensing molecule tryptophol^40^, a trigger for invasive growth in low-nitrogen environments^40^. LiCl induced heterogeneity in Rps9A, another small RP subunit that contains an intron in its gene. Similar to Rps22B, the stress-induced heterogeneity of Rps9A levels was intron-mediated (Extended Data Fig. 6f). In addition, there was a general trend in which an increase in intron retention in LiCl correlated with a decrease in the level of the respective protein (Extended Data Fig. 6g). Overall, these observations indicate that intron retention is used by the yeast cell to control the protein level and, in the case of Rps9A and Rps22B, also the protein level heterogeneity.

## Differential fitness during starvation

Introns have a key role in preparing the yeast population for starvation^5,27^. Therefore, we hypothesized that the two subpopulations, defined by distinct levels of Rps22B expression, have differential fitness under starvation stress. To test this idea, we subjected an exponentially growing culture of the Rps22B–GFP strain to LiCl stress using a microfluidic system (Methods). After the establishment of bimodality, we replaced the LiCl-containing growth medium with spent medium. In this way, we induced starvation of varying duration, followed by a sudden switch to rich medium (Fig. 3a). At first, the spent medium triggered a rapid disappearance of the strong nucleolar signal of Rps22B–GFP (Supplementary Videos 1, 2), which was presumably caused by the redistribution of nucleolar proteins across the cytoplasm upon stress, as occurs in other model systems^41^. After the switch to rich medium, the nucleolar signal of Rps22B re-emerged in cells that started growing again. Notably, the fitness of cells depended on their levels of Rps22B expression immediately before the starvation stress. Longer starvation stress favoured the survival of cells that expressed Rps22B at low levels, in that they lysed less frequently than the highly expressing cells. By contrast, shorter starvation favoured the cells that expressed Rps22B at high levels, in that they budded more in the period following nutrient replenishment (Fig. 3b–f). FACS corroborated this phenotypic difference, as the Rps22B–GFP-high subpopulation exhibited poorer survival under starvation (Fig. 3h), but a higher growth rate in rich medium (Fig. 3i, j) compared to the Rps22B–GFP-low subpopulation. This marked diversification of the population observed for Rps22B, with clear fitness effects under a subsequent stress, may reflect a bet-hedging strategy^42–44^.

**Fig. 3:**
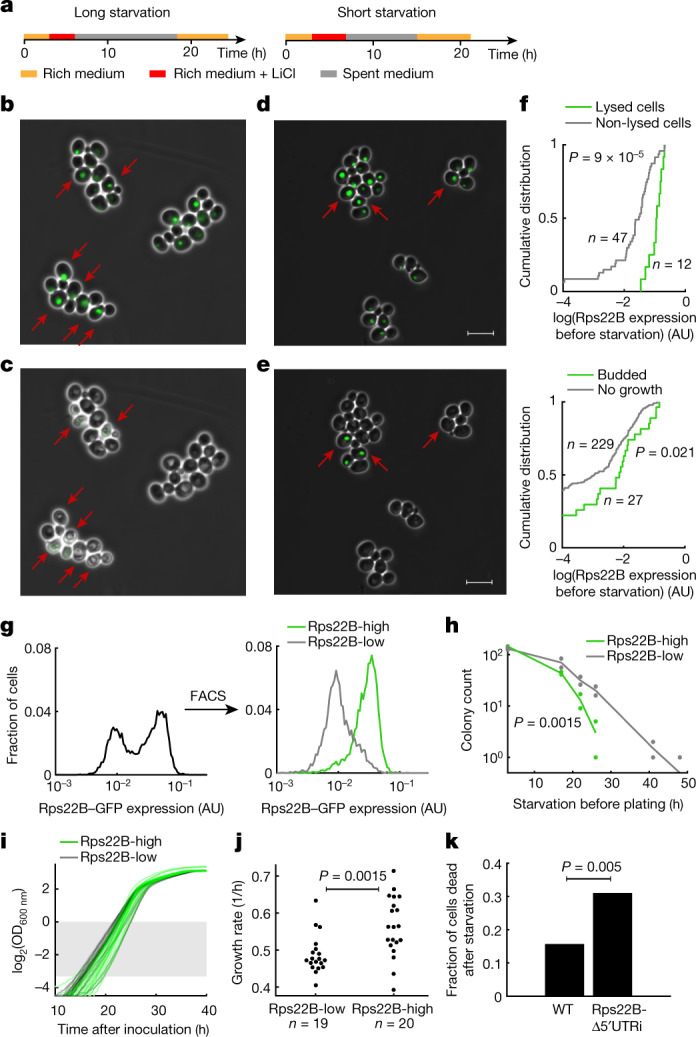
Rps22B expression level confers a selective advantage under starvation stress. **a**, Schematic of the temporal sequence of media used in microfluidic microscopy experiments. **b**, **c**, Example micrographs of Rps22B–GFP yeast cells after the application of LiCl, showing LiCl-induced bimodality of Rps22B expression (**b**). Rps22B-high cells (dark red arrows) lyse after prolonged starvation and nutrient replenishment (**c**). **d**, **e**, As in **b**, **c**, but for a shorter period of starvation. After a shorter period of starvation and medium replenishment, the Rps22B-high cells marked with dark red arrows (**d**) budded more than other cells (**e**) (Supplementary Videos 1, 2). Scale bars, 10 μm. **f**, Quantification of the time-lapse micrographs. Top, cumulative distribution of Rps22B expression measured before starvation in cells that have either lysed (green) or not (grey) within 6 h after medium replenishment following a long starvation. Bottom, cumulative distribution of Rps22B expression before starvation in cells that have either budded (green) or not (grey) within 6 h after medium replenishment following a shorter starvation. Rps22B expression values between the two panels are not comparable. A two-sided Mann–Whitney *U* test was used to determine significance. **g**, Histograms of Rps22B–GFP expression in LiCl before and after FACS. **h**, Survival curves (colony-forming units) of the sorted populations as a function of time spent in phosphate-buffered saline (PBS) after the sorting and before plating on rich medium. The two-sided bootstrapped *P* value is shown (Methods). **i**, Growth curves of cultures in rich medium after sorting. The shaded rectangle denotes the optical density range that was used to quantify growth rates. **j**, Quantification of growth rates from **i**. Significance was determined using a two-sided *t*-test. **k**, Fraction of cells that were dead after starvation in time-lapse microscopy experiments comparing wild-type (WT) Rps22B and the *RPS22B* 5′ UTR intron deletion mutant. For experimental set-up and further quantification, see Extended Data Fig. 7. Significance was determined using a one-sided permutation test.

To test whether the link between intron-mediated Rps22B protein heterogeneity and phenotypic heterogeneity is causal, we performed time-lapse microscopy with the *RPS22B* 5′ UTR intron deletion mutant (Extended Data Fig. 7a, Supplementary Videos 3, 4). Deletion of the 5′ UTR intron in *RPS22B* not only increased the fraction of Rps22B–GFP-high cells, but also the fraction of cells that died under starvation (Fig. 3k, Extended Data Fig. 7b, d). Notably, it also partially abolished the coupling between phenotypic heterogeneity and Rps22B protein heterogeneity (Extended Data Fig. 7e), suggesting that downregulation of Rps22B specifically through the intron-mediated mechanism is important for phenotypic benefit under starvation. Population-level assays with the intron-deletion mutant confirmed that its survival times under starvation are less heterogeneous and lower on average (Extended Data Fig. 8a), and that its growth rate is increased under LiCl stress (Extended Data Fig. 8b). These observations confirm that the *RPS22B* 5′ UTR intron can mediate not only Rps22B expression heterogeneity, but also phenotypic heterogeneity.

## Bimodal Rps22B expression in high-glucose conditions

Bet-hedging strategies can evolve if the eliciting signal is probabilistically followed by stress in which the subpopulations exhibit differential fitness in the natural environment^42,45^. However, yeasts nearing saturation, and hence starvation, in standard rich laboratory medium do not exhibit Rps22B bimodality (Fig. 4a). Therefore, we wondered whether there is a plausible natural setting in which Rps22B bimodality is triggered just before the onset of starvation. We reasoned that yeasts may often be exposed to hyperosmotic sugar concentrations, such as those in ripe fruits. High glucose elicits osmotic responses that are different from those to salt^46^. In addition, a high concentration of glucose, despite being an osmotic stressor, leads to comparatively higher expression levels of RPs than LiCl stress (Extended Data Fig. 9). 

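The LiCl and 20% glucose libraries of the wild-type cultures were compared over the CDS counts of 137 cytosolic RP genes. The glucose culture was not selected for the growth inhibition of the LiCl culture, so a difference in growth rate is not excluded. In polyadenylated RNA, the median log2 change of RP genes in high glucose against LiCl was 1.46 (order-statistic interval 1.39 to 1.51), and 133 of the 137 genes were higher, 112 of them at least 2-fold. The ribo-depleted median was 1.83 (1.72 to 1.92), with 134 genes higher and 122 at least 2-fold higher. The median over all 6640 and 6616 genes tested was −0.02 and −0.03. The RP median stood at percentile 100 of 10000 random lists of the same size matched on mean expression in both library types. The typical random list had a median of 0.98 and 0.86 and itself held 50 and 31 RP genes. RP genes took 10.4% of the reads on CDS in high glucose and 4.06% in LiCl in polyadenylated RNA, and 2.32% and 0.645% in ribo-depleted RNA.
*RPS9A* (YPL081W) was lower in high glucose in both library types, by −1.66 (−1.73 to −1.59) and −1.58 (−1.70 to −1.46), whereas its paralogue *RPS9B* (YBR189W) was higher by 1.08 (1.06 to 1.11) and 1.86 (1.81 to 1.91). The other RP genes below 0, named after their values were seen, were *RPL8A*, *RPL22B* and *RPS14B* in polyadenylated RNA and *RPL22B* and *RPL15B* in ribo-depleted RNA. Values of near-identical RP paralogues are uncertain, as the counting can split their reads. *RPS22B* was higher by 1.05 (0.93 to 1.16) and 1.40 (1.23 to 1.56), less than the RP median. TMM normalization computed without RP genes, the alternative that moved the RP median most, gave 1.39 in polyadenylated RNA. With 1 library per condition, the difference has no replicate check. The paper states, citing Extended Data Fig. 9, that glucose, although an osmotic stressor, leaves RP expression comparatively higher than LiCl does.

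**Figure D4:**
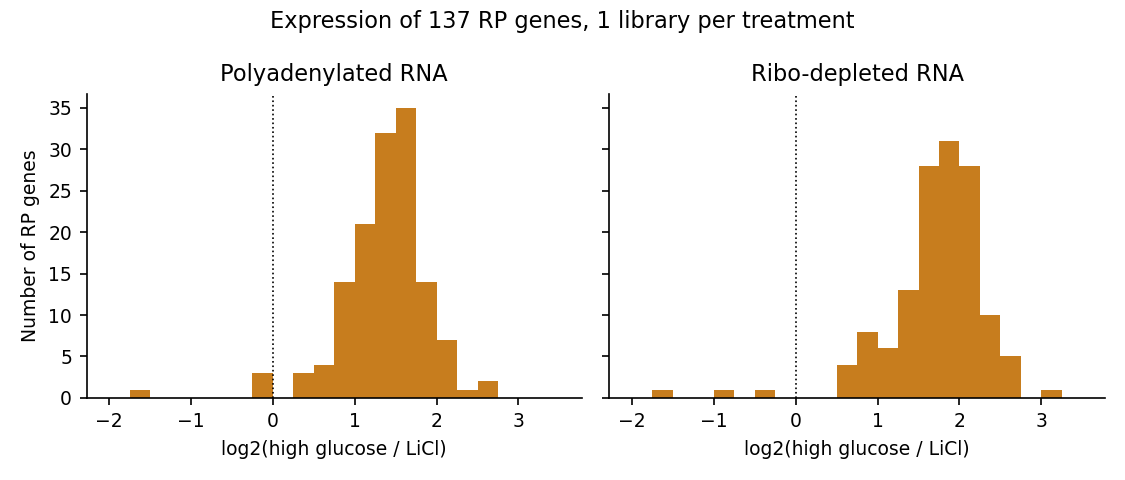
Distribution of the log2 change of the 137 RP genes between high glucose and LiCl, in bins of 0.25, in polyadenylated (left) and ribo-depleted RNA (right), with a dotted line at no change. Most genes lie to the right of the line, with medians of 1.46 and 1.83.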

As Rps22B exhibits the maximum extent of bimodality at a certain median expression level (Fig. 2d–f), we hypothesized that a high-glucose environment might specifically induce Rps22B bimodality as yeast nears saturation, when RP levels decrease owing to growth slowdown.

**Fig. 4:**
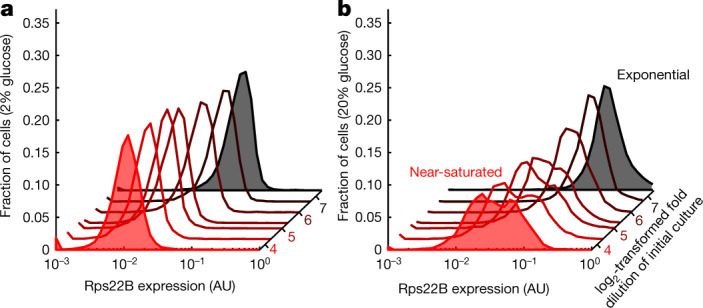
A high-glucose environment induces bimodal Rps22B expression as cells near saturation. **a**, **b**, Histograms of Rps22–GFP expression as measured by flow cytometry after 10 h of incubation in standard rich medium (2% (w/v) glucose; **a**), or in a yeast peptone medium supplemented with 20% (w/v) glucose (**b**). The red hue indicates increasing cell density in the initial inoculum. Examples of exponential and near-saturated cultures are highlighted by shading.

To test this idea, we inoculated Rps22B–GFP cultures into a yeast peptone medium with a high concentration of glucose (20% w/v) that emulates the total hexose concentration in ripe grapes^47^, at various initial cell densities. Exponentially growing cells in high-glucose medium generally resulted in less clear bimodal expression of Rps22B–GFP compared to cells treated with LiCl; however, cultures in high-glucose medium that were nearing saturation exhibited a pattern of Rps22B expression that was clearly bimodal (Fig. 4b). This observation suggests that part of the yeast population is attuned to a probabilistic event of nutrient replenishment that can follow growth in a high-glucose environment, while the rest of the population is preparing for starvation.

## Discussion

In the budding yeast, the overall expression level of RPs results from two sets of RP genes with high amino-acid sequence similarity, which often differ in the presence and identity of intronic sequences^6,18^. Here, we have uncovered an intron-mediated regulation of protein expression heterogeneity. We showed that LiCl leads to a widespread retention of introns^48^ that is independent of growth rate perturbations and predominantly affects RP transcripts. The small ribosomal subunit protein gene *RPS22B* manifested bimodal protein expression under conditions of osmotic stress, and this effect was mediated by its 5′ UTR intron, which is conserved throughout the Saccharomycetaceae^23^. By contrast, its intronless ohnologue *RPS22A* exhibited a unimodal pattern of protein expression irrespective of stress. This behaviour of the *RPS22* gene pair offers a paradigm to explain the function of introns in duplicated RP genes, in that they enable differential and versatile regulation for duplicated genes as an evolutionary trade-off between environmental responsiveness and precise regulation^9^.

We observed population diversification with respect to starvation stress and subsequent recovery, which was marked by Rps22B expression levels and partially dependent on the *RPS22B* 5′ UTR intron. Reminiscent of bet-hedging strategies^42^, we found that in high-glucose medium, yeast populations diversify in their expression of Rps22B as they enter the stationary phase, as if anticipating a probabilistic replenishment of nutrients. Why such a behaviour should have evolved for a high-glucose environment, but does not manifest at glucose levels present in the standard laboratory ‘rich’ medium, is unclear. One plausible scenario is that for yeast living on the skin of grapes, a high concentration of glucose is an environmental signal that the fruits are ripening and bursting. Osmotic bursting of fruits is known to follow a probabilistic trajectory over time^49^ and is known to happen predominantly during rainfall^50^; hence, in a cluster of grapes, vigorous yeast growth due to bursting of one of the berries might be followed by nutrient replenishment due to bursting of a neighbouring berry, determined by the probabilistic aspects of rain duration and intensity.

The fact that we found osmotic-stress-induced, intron-mediated phenotypic heterogeneity only for Rps22B and Rps9A, although most other pairs of duplicated RP genes also contain at least one intron, is notable, especially as the effect of introns on protein expression level has been reported for other RPs in the budding yeast^6^. It is thus tempting to speculate that for other RPs, there might exist other levels of osmotic stress—or other stressors altogether—that would trigger population diversification with respect to the expression level of a given RP. Such a set of diversification mechanisms could then present a versatile stress toolkit for the yeast population, enabling yeast to brace against continued stress and at the same time maintaining a small, stress-sensitive subpopulation that is poised to rapidly exploit a short window of fitness advantage should the stress suddenly disappear. Our study thus highlights the need for further study of the intronic regulation of population diversification, and demonstrates the utility of using graded, growth-rate controlled perturbations.

## Methods

### Transcriptional isogrowth profiling

For isogrowth RNA-seq, *S. cerevisiae* strain BY4741 was grown in seven conditions with varying ratios of LiCl (Sigma-Aldrich, L9650) and cycloheximide (Sigma-Aldrich, 37094), ensuring 50% growth inhibition, and in YPD (yeast extract (Sigma-Aldrich Y1625) 1% w/v, peptone (Sigma-Aldrich 91249) 2% w/v, dextrose (Sigma-Aldrich D9434) 2% w/v) containing no drug (Extended Data Table 1). The frozen stock was diluted 130 times into drug-containing wells and 100 times more into wells without drug. The cells were incubated for a total of around 17 h to a final absorbance of around 0.1 on the 96-well plate, corresponding to an OD_600 nm_ of approximately 0.5. Cells were then collected and the RNA extraction was performed using the RiboPure RNA Purification Kit for yeast (Thermo Fisher Scientific, AM1926). The extracted RNA was sent to the Next Generation Sequencing Facility of the Vienna Biocenter Core Facilities, where it was rRNA depleted using the Illumina Ribozero Yeast Kit, multiplexed using Illumina True Seq adapters, single-end 50-bp sequenced using Illumina HiSeqV4 and demultiplexed.

RNA samples from treatments with single stressors were obtained from cultures with automated re-inoculation every 8 h (ref. ^7^), with a total incubation time of 24 h, to keep cultures in exponential phase and ensure the drug effects have taken place. Strains were grown in YPD with a drug, either in a concentration gradient to select samples closest to 50% of growth inhibition (LiCl, fenpropimorph and myriocin), or in a single concentration (0.4 M NaCl and glucose 20%). Fenpropimorph (Sigma-Aldrich 36772) was tested in a 0.5–1.5 µM gradient; sequenced samples were treated with 0.85 µM fenpropimorph. The myriocin (Sigma-Aldrich 476300) gradient encompassed 0.25–0.75 µg ml^−1^; 0.32 µg ml^−1^ myriocin samples were sequenced. For each sample of extracted RNA, both mRNA and ribo-depleted total RNA sequencing libraries were prepared at the Cologne Center for Genomics (CCG) and sequenced using 2 × 100-bp paired-end reads.

### Intron retention analysis

The reads resulting from sequencing were aligned to the annotated reference *S. cerevisiae* genome R64-2 using TopHat^51^ or HISAT2^52^. The reads mapping to introns or CDS of intron-containing genes were quantified using featureCounts^53^ using custom produced .saf files extracted from the reference .gff annotation file. The intron retention rate was calculated as the ratio of intron counts normalized to the intron length over the CDS counts normalized to the length of the CDS region. For genes containing multiple introns, the introns were treated jointly for CDS introns and separately for 5′ UTR introns. Alignments were visualized using Integrative Genomics Viewer^54^.

For the analysis shown in Extended Data Fig. 1f, first the number of contiguous reads (no mismatches allowed) overlapping the individual intron ends was determined. This count was then averaged between the 5′ and the 3′ end of the intron ends and divided by the read length (50 bp). The intron retention rate was then calculated as the ratio of the resulting value over the CDS counts normalized to the length of the CDS region.

For GO enrichment analysis, intron-containing genes were ordered into a ranked list on the basis of the fold change increase in intron retention in LiCl compared to the no-drug control, either in decreasing (Fig. 1c) or increasing (Extended Data Fig. 1b) order. The ranked list was then analysed using GOrilla^55^, for either cellular component or biological process, respectively. The adjusted *P* values reported here correspond to the false discovery rate reported by GOrilla. Gene enrichments were visualized using REVIGO^56^.

### Rps22B intron conservation analysis

To gauge the evolutionary conservation of the Rps22B 5′ UTR intron within the natural population of *S. cerevisiae* (Extended Data Fig. 3e), previously published sequencing data for 1,011 isolates^57^ were multiple-sequence aligned using Clustal Omega^58^ and visualized using MSA-BIOJS^59^.

### Screening the entire yeast protein–GFP library for drug-induced bimodality

The whole yeast protein–GFP library^8^, contained in 43 96-well microplates, was screened for drug-induced bimodality by culturing in four conditions: YPD medium containing no drug, cycloheximide, LiCl, or a combination of LiCl and cycloheximide. The screen was divided into six experimental batches. In every batch, up to nine plates of the library were processed, with the same strain being cultured in four conditions on the same day and on the same microtitre plate, giving rise to up to 36 microtitre plates per experiment. Before the experiment, empty microtitre plates and YPD medium were pre-incubated at 30 °C to ensure reproducibility of gene expression measurements. LiCl, cycloheximide or a mixture of the two were diluted with YPD to a final concentration needed to achieve 40% inhibition and ensuring that in the mixed condition, the LiCl and cycloheximide were mixed in an equipotent manner, meaning that on their own they both elicited approximately the same (smaller) growth inhibition (Extended Data Table 1). The drug solutions were pipetted row-wise into a 96-well microtitre plate, including a drug-free YPD control, enabling the cultivation of 24 strains in 4 conditions per microtitre plate. The library plates stored at −80 °C were thawed and, using an electronic multi-step multi-channel pipette, 1.5 μl saturated glycerol stock of the corresponding strain was inoculated into each drug-containing well and 0.2 μl of the saturated glycerol stock was inoculated into drug-free YPD as a control. The smaller inoculum size for the drug-free control was designed to ensure that the final cell density at the end of the experiment was comparable to that of the drug-containing wells. Plates were incubated for around 14 h in an automated incubator (Liconic StoreX) kept at 30 °C and greater than 95% humidity, vigorously shaken at more than 1,000 rpm. During the incubation, OD_600 nm_ was measured every approximately 45 min in a Tecan Infinite F500 plate reader. In addition to shaking during incubation, directly before each measurement, plates were shaken on a magnetic shaker (Teleshake; Thermo Fisher Scientific) at 1,100 rpm for 20 s. The automated set-up was programmed using the Tecan FreedomEvo software. The growth rates were inferred by fitting a line to the log-linear part of OD_600 nm_ measurements between 0.01 and 1.

After incubation, the yeast cells in 96-well microtitre plates were twice centrifuged at 1,050*g* for 3.5 min and resuspended in ice-cold Tris-EDTA buffer by vigorous shaking at 1,000 rpm on a Titramax shaker for 30 s. After another centrifugation at 1,050*g* for 3.5 min, the cells were resuspended in 80 µl of Tris-EDTA and immediately stored at −80 °C. On the day of the flow cytometry measurement, the plates were thawed on ice for around 3 h and kept on ice until the measurement. The fluorescence was measured for 10,000 cells using BD FACS Canto II equipped with a high-throughput sampler, using FACS Diva software. The green fluorescence measured in FITC-H channel was normalized to the forward scatter FSC-H channel.

Strains exhibiting bimodality, minor peaks or prominent changes in gene expression at visual inspection of the expression histograms were manually selected for a more detailed screen. The selected strains were re-streaked from the yeast protein–GFP library microtitre plates onto YPD-agar plates and single clones for each strain were picked and cultured in a 96-well microtitre plate to saturation. Glycerol was added to a final concentration of 15% and the plates were frozen. The plates were screened in eight conditions (Extended Data Table 1) and analysed using flow cytometry in a way similar to that described above. The identity of the relevant strains—Rps22A, Rps22B, Aro9, Hsp12, Cit1 and Tdh1—was confirmed by PCR and gel electrophoresis as reported before^8^, using a common F2CHK reverse primer and strain specific oligos taken from (https://yeastgfp.yeastgenome.org/yeastGFPOligoSequence.txt). The strain Smi1 appeared bimodal in the screen; however, its identity could not be confirmed as above. The identity of other strains was not tested.

### Construction of GFP-labelled intron deletion strains and flow cytometry experiments

The seamless intron deletion strains for Rps22B (Rps22B-∆i1-∆i2, rps22bDi_JPY138F4; Rps22B-∆i1, rps22bD1i_MDY125A4; Rps22B-∆i2, rps22bD2i_MDY125A9) and Rps9A (Rps9A-∆i, rps9aDi_MDY133H8), as well as the parental haploid strain WT_JPY10H3 (MATa ura3∆0 lys2∆0 leu2∆0 his3∆200) were a gift from J. Parenteau and S. Abou Elela^5^. The parental and intron deletion strains were labelled with GFP fused to the protein of interest following homologous recombination of the PCR-amplified fluorescent marker from the matching yeast protein–GFP library strains. To achieve this, the DNA of the Rps22B–GFP and Rps9A–GFP strains from the library was extracted using the Yeast DNA Extraction Kit (Thermo Fisher Scientific, 78870). PCR amplification of the GFP label with 40 base pairs flanking sequences was done using the corresponding F2 and R1 pair of primers from a previous study^8^ (https://yeastgfp.yeastgenome.org/yeastGFPOligoSequence.txt) in the following reaction conditions: 2 ng ml^−1^ DNA in a final mix of 20 μl, with 0.4 units of Phusion High-Fidelity DNA polymerase (Thermo Fisher Scientific, F530SPM), 4 μl of 5× Phusion HF buffer, 0.2 μM dNTPs and 0.5 μM primers. PCRs were incubated for 3 min at 98 °C, followed by 34 cycles of 98 °C for 30 s and 72 °C for 2.5 min, and a final incubation at 72 °C for 5 min. The resulting PCR products were transformed into the parental WT_JPY10H3 and ∆i strains as in a previous report^60^, selecting on SD -HIS agar plates (Takara Bio, 630411; Diagonal GmbH&CoKG, Y1751). The correct genomic context insertion of GFP of single colonies was confirmed by PCR using a combination of primers that also allowed the confirmation of the intron deletion strain. To confirm the Rps22B–GFP fusions in the Rps22B-∆i and WT_JPY10H3 strains, we used primers rps22b-899F 5′-CCGTTATTCTTCTCGCAACC-3′ binding upstream of the 5′ UTR intron, and RPS22B-CHK (ref. ^60^) 5′- ACTAGATGGTGTGATCGGGC-3′ binding in the CDS intron sequence in combination with the reverse primer F2CHK (ref. ^60^) 5′- AACCCGGGGATCCGTCGACC-3′, complementary to the GFP sequence. To confirm the Rps9A–GFP fusions in the Rps9A-∆i and WT_JPY10H3 strains, we used rps9a-800F 5′- GTTCGATTTCTTGGTCGGACGC-3′ upstream of the open reading frame and F2CHK. Once the successful construction of the GFP reporter strains was confirmed, 20 μl of saturated overnight cultures were inoculated into 96-well microtitre plates containing 180 μl of YPD with the respective concentration of LiCl. The microtitre plates were incubated at 30 °C and continuous shaking at 900 rpm on a Titramax shaker for 7 h, collected and measured on a flow cytometer as described above. Strains with genome-integrated GFP with different 5′ UTR fusions were a gift from the laboratory of G. Stormo^26^.

### Measurement of Rps22B expression in detailed two-dimensional drug gradients

The re-inoculation set-up, as reported previously^7^, in conjunction with flow cytometry measurements was used to measure Rps22B expression in detailed two-dimensional (2D) gradients of LiCl and cycloheximide, and LiCl and myriocin (Sigma-Aldrich, M1177). In brief, a *S. cerevisiae* strain with the *RPS22B* gene fused to GFP protein from the ORF-GFP library^8^ was grown in YPD broth in a conical flask overnight and then distributed into a 96-well plate. A customized robotic setup (Tecan Freedom Evo 150) with eight liquid handling channels and a robotic manipulator was used to produce a 2D discretized two-drug 24 × 24-well gradient in YPD spread over 6 96-well plates and to inoculate the yeast overnight culture to a final liquid volume in the well of 200 μl and a final absorbance 0.03 on the 96-well plate, corresponding to a standardized OD_600 nm_ of 0.15. Working drug solutions were prepared either by adding the respective amounts of concentrated DMSO drug stocks thawed from −20 °C storage (no refreezing) previously prepared from stock chemicals (cycloheximide and myriocin), or by dissolving directly in YPD and sterile-filtering (LiCl). The six plates were incubated for three iterations, each lasting around 8 h. After the incubation, the cells were collected and measured using flow cytometry as described above. Rps22B protein bimodality was quantified as the depth of the trough on the Rps22B protein single-cell expression histogram; that is, the *y*-axis distance between the trough and the lower of the two peaks (Fig. 2d). To this end, the MATLAB function findpeaks was used to determine the prominence of the peak that was created from the trough through inversion of the histogram values.

### FACS of Rps22B–GFP and experiments with GFP-sorted cells

Constitutive cytosolic mCherry expression was added to the parental and intron deletion GFP-fusion strains. To do so, a *TDH3*::mCherry construct was inserted in the HO locus by homologous recombination after transformation of a NotI-digested SLVA06 plasmid^61^, provided by the laboratory of M. Springer. The Rps22B–GFP strain with constitutive mCherry expression was inoculated into YPD and incubated at 30 °C for 16 h. The overnight culture was diluted 20-fold into 4.5 mg ml^−1^ LiCl in YPD, incubated for 6 h and washed twice with PBS. Positive mCherry cells were sorted into low-GFP and high-GFP populations with a Becton Dickinson INFLUX cell sorter (for gating strategy, see Supplementary Fig. 1). Around 8 × 10^6^ sorted cells of each condition were used for RNA extraction and sequencing (see ‘Transcriptional isogrowth profiling’). Samples of sorted cells at a final concentration of 4,000 cells per ml were prepared with PBS for the following experiments. Immediately after sorting, 15 µl of the samples were inoculated into fresh YPD medium in 24 replicates each. Optical density was measured every 20 min for 48 h in a plate reader incubated at 30 °C with constant shaking. OD was corrected by subtracting the background, and growth rates were inferred by a linear fit to the log-linear part of the corrected OD measurements between 0.02 and 0.2. Growth rates higher than 0.85 h^−1^, which resulted from bacterial contaminations, were discarded. A two-tailed *t*-test was performed to compare the growth-rates from the two sorted populations (using the function ttest2 in MATLAB R2019a). For scoring survival after starvation, sorted cells were incubated in PBS at 30 °C with shaking at 200 rpm. At each sampling time point, 50 µl of starving cultures were spread onto an OmniTray plate (Thermo Fisher Scientific) filled with 35 ml of YPD-agar, in two replicates for each sorted population. Agar plates were cultivated at 30 °C, pictures were taken after around 36 h, and colonies were counted using ImageJ. To quantify the difference between low-GFP and high-GFP populations (Fig. 3h), we used the difference Δ between the total low-GFP and high-GFP colony counts along all timepoints. To test the statistical significance of Δ, we used bootstrapping. In brief, we created 10^4^ surrogates (artificial datasets) complying with the null hypothesis that there is no difference between the populations. To create one such surrogate, we sampled—for each replicate and time point—the colony count from the Poisson distribution with a rate *λ* corresponding to the mean colony count for that time point. We determined the *P* value as the fraction of surrogates that exhibit a higher Δ than the original experimental dataset.

### Time-lapse imaging of the Rps22B–GFP strain during starvation

For micrographs shown in Fig. 3, the ORF-GFP library Rps22B–GFP strain was used; for experiments with the intron deletion mutants (Extended Data Fig. 7), we used the 5′ UTR intron-deletion strain and its parental Rps22B–GFP strain, both transformed with a plasmid constitutively expressing mCherry (see ‘FACS of Rps22B–GFP and experiments with GFP-sorted cells’) to allow for easy tracking of cellular integrity, because cells lose the mCherry signal after lysis; this approach has been used previously for tracking the lysis of bacterial cells^62^. Strains were inoculated into YPD at 30 °C with shaking overnight. The resulting culture was diluted 20-fold and loaded to the CellASIC ONIX2 haploid yeast microfluidic plates (MerckMillipore) at 55 kPa pressure, using the CellASIC ONIX2 system software. A sequence of YPD, LiCl-YPD, starvation medium (spent medium or PBS) and YPD were flushed through the microfluidic chamber in a time-controlled manner at 10-kPa pressure. Spent medium was produced by incubation of the Rps22B–GFP strain in YPD medium for seven days with subsequent sterile filtration. Starvation times were empirically selected such that an intermediate number of cells died in the long starvation condition or budded after the short starvation. The specimen was imaged every 5 min at multiple locations with a Nikon Eclipse Ti inverted microscope through a 100× oil objective in a 30-°C cage incubator, using NIS Elements software. The micrographs of yeast from just before the starvation stress (Fig. 3) were segmented and fluorescence-quantified using the CellStar MATLAB plug-in^63^ and the fluorescence readout was log_10_-transformed. The time-lapse images were then visually scored to determine which cells budded or lysed after the replenishment of nutrients. The time-lapse videos from the experiments with the intron-deletion mutant were segmented and tracked using YeaZ^64^.

### *RPS22B* 5′ UTR intron-deletion mutant fitness experiments

The 5′ UTR intron-deletion strain and its parental strain, with Rps22B–GFP fusion and constitutive mCherry expression, were grown overnight in YPD. For growth rate determination experiments in liquid media, 5 ml of each saturated overnight culture was standardized to OD_600 nm_ = 0.1 and inoculated in a 1/10 dilution into YPD containing 0, 2.25, 4.5, or 9 mg ml^−1^ LiCl in 12 replicates of each strain and condition. OD was measured every 5 min for 24 h in a plate reader during incubation at 30 °C with constant shaking. OD and growth rates were processed as above (see ‘FACS of Rps22B–GFP and experiments with GFP-sorted cells’). For scoring survival under starvation, 1 ml of each overnight culture was inoculated into 19 ml of YPD with 9 mg ml^−1^ LiCl. Cultures were incubated at 30 °C with 200 rpm shaking for 6 h. Cultures were standardized to OD_600 nm_ = 1 and washed twice by centrifuging at 1,050 g for 5 min and resuspending pellets in 20 ml of PBS. Dilutions of 5,000 cells per ml were incubated at 30 °C with constant shaking. Plating onto YPD-agar, incubation and analysing colony counts were done as explained above (see ‘FACS of Rps22B–GFP and experiments with GFP-sorted cells’).

### Rps22 bimodality in other osmotic stresses and in high glucose

The ORF-GFP library Rps22B–GFP cultures were inoculated into YPD medium, YPD containing 0.6 M NaCl, 2 M KCl (Sigma Aldrich, S3014 and P9541, respectively) or into a yeast peptone medium with 5%, 10% or 20% (w/v) glucose (Sigma Aldrich, G8270). To measure the fluorescence intensity of cells from different cell densities and growth stages, six microtitre plates were prepared, each with the same conditions but with a gradient of initial inoculum sizes; in this way, each plate accounted for the stress array with different cell density and could be incubated and analysed at different time points. To achieve this, saturated overnight cultures were diluted with YPD in a 4/5 serial dilution (that is, 4 ml was transferred to the final volume of 5 ml) to obtain (4/5)^0^ to (4/5)^23^ dilutions. Subsequently, 15 μl of cell dilutions were inoculated in 185 μl of medium. Plates were incubated in the Liconic StoreX and kept at 30 °C and greater than 95% humidity, with constant shaking. Plates were processed at 8, 12, 16, 20 and 24 h after inoculation with an automated robotic system consisting of a ACell System (HighRes Biosolutions) integrated with a Lynx liquid handling system (Dynamic Devices), a plate reader (Synergy H1, BioTek) and a CytoFLEX flow cytometer (Beckman Coulter). First, plates were shaken and measured as described above to obtain the OD_600 nm_ values. Cultures were then transferred to a new plate and, when necessary, diluted to an absorbance of around 0.3 with Tris-EDTA buffer to avoid high cell densities, and measured by flow cytometry.

### Reproducibility

Rps22B protein bimodality in LiCl was replicated independently by two researchers, at least five times, using two different yeast strains; all attempts at replication were successful. Rps22B protein bimodality in NaCl and KCl was determined twice; all attempts at replication were successful. The loss of bimodality in the *RPS22B* 5′ UTR intron deletion strain was replicated three times; all replication attempts were successful. The bimodal expression of the *RPS22B* 5′ UTR intron–GFP fusion in LiCl was observed twice; all attempts were successful. The Rps22B bimodality on the entry to the stationary phase after growth in high glucose was reproduced twice; the exact timing of observing maximum bimodality varied, so multiple time points were measured as described in ‘Rps22 bimodality in other osmotic stresses and in high glucose’. All attempts at replication using the incubation method described were successful; one attempt at replication using a different microtitre plate shaker (Titramax 1000, Heidolph) resulted in less pronounced heterogeneity, which is likely to be due to a different degree of aeration or shaking. Intron retention determined by sequencing was confirmed independently by two researchers, once by each; all attempts at replication were successful. Time-lapse microscopy phenotype of Rps22B-high and Rps22B-low cells was replicated twice in slightly modified set-ups and with independent strains as detailed in Fig. 3, Extended Data Fig. 7; all attempts at replication were successful. For the experiment shown in Extended Data Fig. 7, two starvation conditions, in which the length of the starvation period was varied, were tested to achieve an intermediate number of cell deaths within the time frame of the experiment as assessed visually and the chosen condition was then quantified. The whole yeast–GFP library isogrowth scan was performed once owing to the scale of the experimental effort; about 10% of strains that did not show clear unimodal expression on visual inspection of the expression histograms were restreaked to exclude the possibility of contaminations and the measurement was repeated once on a more detailed antiparallel gradient as detailed in the manuscript; the bimodality of Rps9A and Aro9 was additionally replicated once in a detailed discretized 2D drug concentration gradient similar to the one shown in the manuscript for Rps22B. To determine the phenotypic effect of the Rps22B expression level, cells were sorted once and survival and growth assays performed in 2 and 24 replicates, respectively; the phenotypic effect was independently confirmed by other methods (time-lapse microscopy and phenotypic assays using the intron-deletion mutant in Extended Data Fig. 8).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this paper.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-022-04633-0.

### Supplementary information

Supplementary Information This file contains Supplementary Figure 1 and full legends for Supplementary Videos 1–5 and Supplementary Tables 1–2.

Reporting Summary

Supplementary Table 1 Flow cytometry summary data for strains from the yeast protein–GFP library profiled in four conditions. For each profiled strain and condition, the summary statistics for FITC-H channel normalized cell-wise to FSC-H channel is listed, including arithmetic mean, standard deviation, and relative counts in 100 histogram bins spaced logarithmically from 10^-3^ to 10^5^. The strains that were profiled in the more detailed 8-point measurement (Supplementary Table 2) are not listed.

Supplementary Table 2 Flow cytometry summary data for strains from the yeast protein–GFP library profiled in eight conditions. For each profiled strain and condition, the summary statistics for FITC-H channel normalized cell-wise to FSC-H channel is listed, including arithmetic mean, standard deviation, and relative counts in 100 histogram bins spaced logarithmically from 10^-3^ to 10^5^. The measurement of parent BY4741 (non-GFP) strain is listed as well for background fluorescence reference.

Peer Review File

Supplementary Video 1 Long starvation favours Rps22B-low cells in that they lyse less frequently than Rps22B-high cells. Time lapse microscopy video of Rps22B–GFP yeast strain grown in a microfluidic chamber, flushed with medium as described in Fig. 3a left panel. Scale bar = 10 μm.

Supplementary Video 2 Short starvation favours Rps22B-high expressing cells in that they start growing faster after the replenishment of nutrients. Time lapse microscopy video of Rps22B–GFP yeast strain grown in a microfluidic chamber, flushed with medium as described in Fig. 3a right panel. Scale bar = 10 μm.

Supplementary Video 3 Example field of view from the microfluidic experiment with the *RPS22B* 5′ UTR intron deletion strain. Time lapse microscopy video of *RPS22B* 5′ UTR intron deletion Rps22B–GFP yeast strain with constitutive expression of cytoplasmic mCherry, grown in a microfluidic chamber, flushed with medium as described in Extended Data Fig. 7a. Scale bar = 10 μm.

Supplementary Video 4 Example field of view from the microfluidic experiment with the Rps22B–GFP strain used as a control for the experiment with intron deletion strain. Time lapse microscopy video of Rps22B–GFP yeast strain with constitutive expression of cytoplasmic mCherry, grown in a microfluidic chamber, flushed with medium as described in Extended Data Fig. 7a, used as a control for evaluating the experiment with intron deletion strain. Scale bar = 10 μm.

## Data Availability

The RNA-seq data are available in the Gene Expression Omnibus under accession numbers GSE155060 and GSE197174. The processed flow cytometry data from isogrowth profiling are available as Supplementary Tables 1 and 2 accompanying this manuscript. The *S. cerevisiae* R64-2 reference genome and annotation was downloaded from the National Center for Biotechnology Information, assembly reference GCF_000146045.2.

# Supplementary material for: Intron-mediated induction of phenotypic heterogeneity
**Source:** Nature. 2022 Apr 20;605(7908):113–8. doi: 10.1038/s41586-022-04633-0
**Supplement:** Supplementary file 1 — This file contains Supplementary Figure 1 and full legends for Supplementary Videos 1–5 and Supplementary Tables 1–2.

Supplementary information accompanying *Intron-mediated induction of phenotypic heterogeneity*

Martin Lukačišin^1,2,4,#^, Adriana Espinosa-Cantú^1,#^, Tobias Bollenbach^1,4*^

^#^ These authors contributed equally

######

#

# Table of Contents

[**Supplementary Video**](#_heading=h.3dy6vkm) **legends** 3

[Supplementary Video 1: Long starvation favours Rps22B-low cells in that they lyse less frequently than Rps22B-high cells.](#_heading=h.1t3h5sf) 3

[Supplementary Video 2: Short starvation favours Rps22B-high expressing cells in that they start growing faster after the replenishment of nutrients.](#_heading=h.2s8eyo1) 3

[Supplementary Video 3: Example field of view from the microfluidic experiment with RPS22B 5′ UTR intron deletion strain.](#_heading=h.17dp8vu) 3

[Supplementary Video 4: Example field of view from the microfluidic experiment with Rps22B-GFP strain used as a control for the experiment with intron deletion strain.](#_heading=h.3rdcrjn) 3

[**Supplementary Table legends**](#_heading=h.lnxbz9) 3

[Supplementary Table 1: Flow cytometry summary data for strains from the yeast protein-GFP library profiled in four conditions.](#_heading=h.35nkun2) 3

[Supplementary Table 2: Flow cytometry summary data for strains from the yeast protein-GFP library profiled in eight conditions.](#_heading=h.44sinio) 3

[**Supplementary Figures**](#_heading=h.z337ya) 4

[Supplementary Figure 1: Gating strategy for FACS sorting of Rps22B-GFP yeast cells.](#_heading=h.3j2qqm3) 4

#

#

# Supplementary Videos

###### Supplementary Video 1: Long starvation favours Rps22B-low cells in that they lyse less frequently than Rps22B-high cells.

Time lapse microscopy video of Rps22B-GFP yeast strain grown in a microfluidic chamber, flushed with medium as described in **Fig. 3a** left panel. Scale bar = 10 μm.

###### Supplementary Video 2: Short starvation favours Rps22B-high expressing cells in that they start growing faster after the replenishment of nutrients.

Time lapse microscopy video of Rps22B-GFP yeast strain grown in a microfluidic chamber, flushed with medium as described in **Fig. 3a** right panel. Scale bar = 10 μm.

###### Supplementary Video 3: Example field of view from the microfluidic experiment with the *RPS22B* 5′ UTR intron deletion strain.

Time lapse microscopy video of *RPS22B* 5′ UTR intron deletion Rps22B-GFP yeast strain with constitutive expression of cytoplasmic mCherry, grown in a microfluidic chamber, flushed with medium as described in **Extended Data Fig. 7a**. Scale bar = 10 μm.

###### Supplementary Video 4: Example field of view from the microfluidic experiment with the Rps22B-GFP strain used as a control for the experiment with intron deletion strain.

Time lapse microscopy video of Rps22B-GFP yeast strain with constitutive expression of cytoplasmic mCherry, grown in a microfluidic chamber, flushed with medium as described in **Extended Data Fig. 7a**, used as a control for evaluating the experiment with intron deletion strain. Scale bar = 10 μm.

# Supplementary Tables

###### Supplementary Table 1: Flow cytometry summary data for strains from the yeast protein-GFP library profiled in four conditions.

For each profiled strain and condition, the summary statistics for FITC-H channel normalised cell-wise to FSC-H channel is listed, including arithmetic mean, standard deviation, and relative counts in 100 histogram bins spaced logarithmically from 10^-3^ to 10^5^. The strains that were profiled in the more detailed 8-point measurement (**Table S2**), are not listed.

###### Supplementary Table 2: Flow cytometry summary data for strains from the yeast protein-GFP library profiled in eight conditions.

For each profiled strain and condition, the summary statistics for FITC-H channel normalised cell-wise to FSC-H channel is listed, including arithmetic mean, standard deviation, and relative counts in 100 histogram bins spaced logarithmically from 10^-3^ to 10^5^. The measurement of parent BY4741 (non-GFP) strain is listed as well for background fluorescence reference.

#

# Supplementary Figure

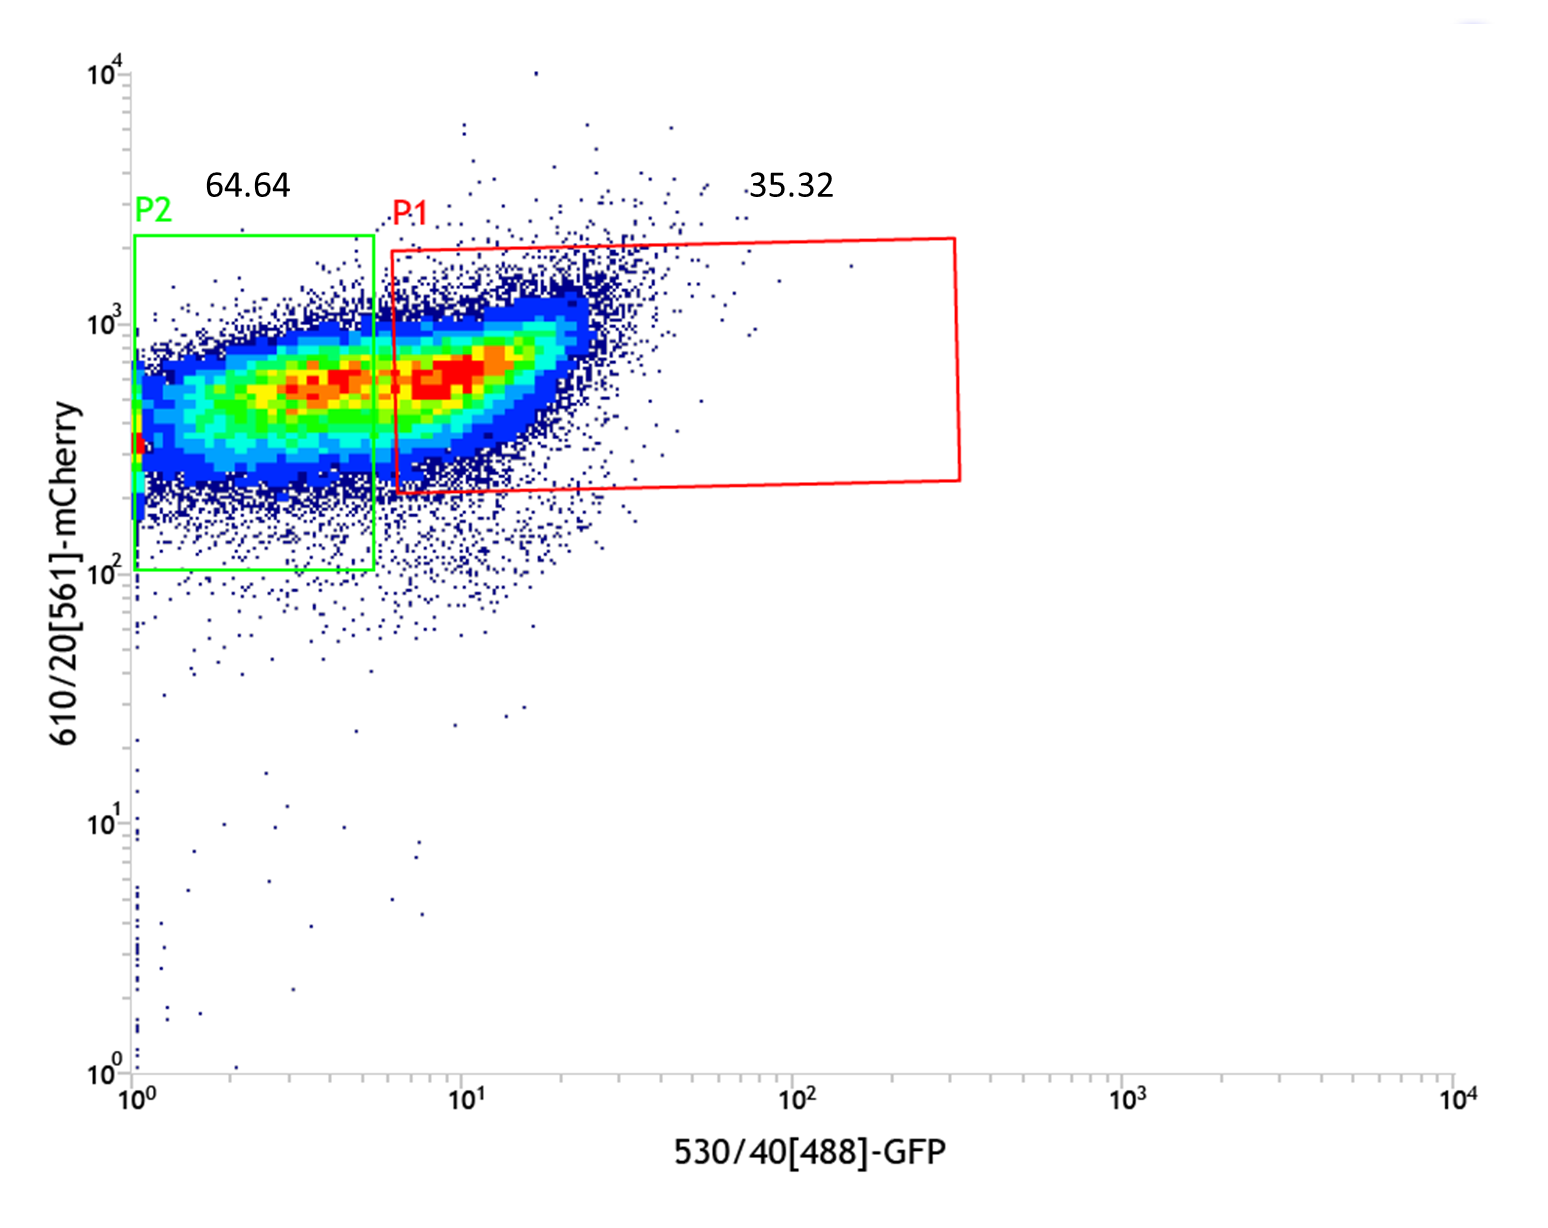

###### Supplementary Figure 1: Gating strategy for FACS sorting of Rps22B-GFP yeast cells.

Gating strategy for FACS sorting of Rps22B-GFP yeast cells as used for experiments shown in **Fig. 3g-j** and for part of the data shown in **Extended Data Fig. 3g**. Population P1 corresponds to “Rps22B-high” cells and population P2 to “Rps22B-low” cells; the numbers above the gates correspond to the respective percentages of the total sorted cells.

# Supplementary material for: Intron-mediated induction of phenotypic heterogeneity
**Source:** Nature. 2022 Apr 20;605(7908):113–8. doi: 10.1038/s41586-022-04633-0
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | FACS Diva, Tecan FreedomEvo, NIS elements, CellASIC ONIX2 System software                                                                                                                                                                                                                                                                             |
| Data analysis   | TopHat (v2.1.1), featureCounts v. 1.6.0 and 1.6.2., GOzilla (accessed online 2016-2022), Matlab R2012b-R2019b, Clustal Omega (accessed online, 2021), MSA-BIOJS (accessed online 2021), CellStar Matlab plugin (v. 1.0.1), Integrative Genomics Viewer (v. 2.3.80 and 2.9.4), HISAT2 (v. 2.1.0), Revigo (accessed online 2021), YeaZ (v. 2021-08-16). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA sequencing data are available in Gene Expression Omnibus under accession no. GSE155060 and GSE197174. The processed flow cytometry data from isogrowth profiling are available as Supplementary Table 1 and 2 accompanying this manuscript. *S. cerevisiae* R64-2 reference genome and annotation was downloaded from National Center for Biotechnology Information, assembly ref. GCF\_000146045.2.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were determined by technical constraints. For the flow cytometry measurements, each sample was measured for 10s or until 10000 events were measured, whichever was earlier, in order to achieve feasible timescale of measuring the entire collection. For the microscopy time-lapse measurements, a few fields of view ( $\leq 13$ ) were imaged, as imaging more fields of view usually led to the loss of focus and thus was not technically feasible.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions | The strain Smi1 appeared bimodal in the library screen; however, its identity could not be confirmed by PCR and thus was excluded from reporting. For growth rate measurements of sorted cells, growth rates higher than 0.85/h, which resulted from bacterial contaminations, were disregarded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Replication     | Rps22B protein bimodality in LiCl was replicated independently by two researchers, at least five times, using two different yeast strains; all attempts at replication were successful. Rps22B protein bimodality in NaCl and KCl was determined twice; all attempts at replication were successful. The loss of bimodality in the RPS22B 5' UTR intron deletion strain was replicated three times; all replication attempts were successful. The bimodal expression of the RPS22B 5' UTR intron-GFP fusion in LiCl was observed twice; all attempts were successful. The Rps22B bimodality on the entry to stationary phase after growth in high glucose was reproduced twice; the exact timing of observing maximum bimodality varied, so multiple time points were measured as described in the Methods, Rps22 bimodality in other osmotic stresses and in high glucose. All attempts at replication using the incubation method described were successful; one attempt at replication using a different microtiter plate shaker (Titramax 1000, Heidolph) resulted in less pronounced heterogeneity, likely due to a different degree of aeration/shaking. Intron retention determined by sequencing was confirmed independently by two researchers, once by each; all attempts at replication were successful. Time-lapse microscopy phenotype of Rps22B-high and low cells was replicated twice in slightly modified setups and with independent strains as detailed in Fig. 3 and Extended Data Fig. 7, all attempts at replication were successful; for the experiment shown in Extended Data Fig. 7, two starvation conditions, in which the length of the starvation period was varied, were tested in order to achieve an intermediate number of cell deaths within the timeframe of the experiment as assessed visually and the chosen condition was then quantified. The whole yeast-GFP library isogrowth scan was performed once due to the scale of experimental effort; about 10% of strains that did not show clear unimodal expression on visual inspection of the expression histograms were restreaked to exclude the possibility of contaminations and the measurement was repeated once on a more detailed antiparallel gradient as detailed in the manuscript; the bimodality of Rps9A and Aro9 was additionally replicated once in a detailed discretised 2D drug concentration gradient similar to the one shown in the manuscript for Rps22B. To determine the phenotypic effect of Rps22B expression level, cells were sorted once and survival and growth assays performed in two and 24 replicates, respectively; the phenotypic effect was independently confirmed by other methods (time-lapse microscopy and phenotypic assays using the intron-deletion mutant in Extended Data Fig. 8). |
| Randomization   | There were no experimental groups that would warrant randomization.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | There were no experimental groups that would warrant blinding.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

For flow cytometry, the yeast cells in 96-well microtitre plates were twice: centrifuged at 1050 g for 3.5 min and resuspended in ice-cold Tris-EDTA buffer by vigorous shaking at 1000 rpm on a Titramax shaker for 30 s. After another centrifugation at 1050 g for 3.5 min, the cells were resuspended in 80  $\mu$ l of Tris-EDTA and immediately stored at -80°C. On the day of the flow cytometry measurement, the plates were thawed on ice for ~3 hrs and kept on ice until the measurement. In the course of study, an alternative simplified protocol was introduced (cf. Methods), where the growing cultures were measured by reading OD, an automatic dilution with Tris-EDTA to a target OD was performed, and the flow cytometry reading was conducted immediately afterwards.

For the FACS sorting, the Rps22B-GFP strain with constitutive mCherry expression was inoculated into YPD and incubated at 30°C for 16 hours. The overnight culture was diluted 20-fold into 4.5 mg/ml LiCl in YPD, incubated for 6 h and washed twice with PBS. Positive mCherry cells were sorted into low-GFP and high-GFP populations with a Becton Dickinson INFLUX cell sorter.

Instrument

BD FACS Canto II, BD INFLUX

Software

BDFACSDiva, Matlab

Cell population abundance

64.64 (RPS22B-GFP-low) and 35.31 (RPS22B -GFP-high)

Gating strategy

mCherry positive (constitutive expression, cytoplasmic marker) and then either Rps22GFP high or low.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

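RNA from 8 yeast samples was used: 5 wild-type cultures with a single stressor (LiCl, NaCl, high glucose, myriocin or fenpropimorph), a culture labelled as the *RPS22B* 5′ UTR intron deletion in LiCl, and 2 sorted populations, Rps22B-high and Rps22B-low, from LiCl. Each RNA sample gave a polyadenylated and a ribo-depleted library, so 16 libraries were analysed. The groups follow the sample labels and the Methods. For the sorted cells the Methods' 6 h in 4.5 mg ml-1 LiCl was used in place of the 24 h given with the labels, and the libraries of both types were taken as the mCherry strain of the Methods although the genotype labels differ between the types.

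The authors aligned paired 100-bp reads to R64-2 and deposited raw read counts from featureCounts in 3 tables, for 6697 CDS, for introns of 347 genes and for 24 5′ UTR introns, without normalization. The deposited feature lengths (another kind of value, in bp) are those of the authors' annotation. Symbols were found for 6014 of the 6697 CDS identifiers in the reference gene table of the same assembly, and the remaining genes keep their systematic names. RP genes are those whose symbol is RPL or RPS followed by a number, or RPP0, RPP1A, RPP1B, RPP2A or RPP2B, 137 in total. *RPP1*, which encodes an RNase P subunit, was not counted among them. Intron counts of 62 tRNA or snRNA genes, which have no CDS, and of 12 mitochondrial genes were left out. This left 297 introns, 102 of them in RP genes. According to the Methods, several CDS introns of a gene were counted jointly.

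The intron retention rate is the intron count per bp over the CDS count per bp. Changes between libraries are log2 ratios with a pseudocount of 0.5 on each count, for introns with a mean of at least 10 intron reads and 10 CDS reads over the 8 libraries of a type. Transcript levels are CDS counts scaled to CPM with edgeR TMM effective library sizes, and genes needed a mean of at least 10 reads. As each condition has 1 library per type, no model across genes was fitted and no p-value across genes is given. Fisher's exact tests are two-sided and compare the reads of 2 libraries. Intervals are 95% intervals: Wilson for retention rates, the counting standard error for log2 changes, and order statistics for medians. A seeded bootstrap with 2000 draws gave the interval of the difference between RP and other introns. Intervals do not cover biological variation or PCR duplicates, and 3 reads is the floor under which a gene is called not detected. Medians of gene lists were ranked among 10000 random lists of equal size drawn within expression bins.

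Total reads on CDS ran from 29557254 to 50337762 in polyadenylated and from 36377857 to 53234402 in ribo-depleted libraries. Genes and introns named in the text were fixed by rule: each gene the paper names that the tables hold, the auxotrophic marker genes, the 3 introns with the largest increase and the 3 with the largest decrease in LiCl by the smallest change over both reference drugs and both library types, and the 5 genes highest and 5 lowest in Rps22B-high cells by the smaller change over the library types, with a mean of at least 50 reads. Other names are marked as chosen later.

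The alternatives were a pseudocount of 1, no filter, a mean of at least 50 intron reads, intron reads relative to the TMM-normalized library total, each kind of intron alone, introns with annotated noncoding RNA left out, halved counts, DESeq2 size factors, CPM on total counts, TMM without RP genes, and *RPS22B* relative to the other RP genes. Subtraction of a background read density, taken as the 10th percentile of CDS read density in each library, was added after the data had been seen. Calculations were tested on simulated data. Of 200 genes changed 4-fold, 199 of those among 6640 genes (polyadenylated) and 198 among 6616 genes (ribo-depleted) were recovered within 0.5 log2 units. Of 100 introns changed 4-fold, 100 among 296 and 99 among 286 were called at least 2-fold changed. R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 (size factors only) and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.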

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

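All tests in this part were chosen only after the result they bear on had been seen. The normalizations and halved counts that some of them use were among the alternatives set before the data were examined.

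The libraries labelled as the *RPS22B* 5′ UTR intron deletion held 594 (polyadenylated) and 269 (ribo-depleted) reads on that intron, above the 3 reads taken as the smallest detectable count, and the paper's text does not mention them. Extended Data Fig. 3g, which the paper cites for the transcript level of this strain, was not used here. Carry-over from the wild-type libraries was tested with *LYS2*. Its share of the wild-type reads would bring at most 0.755 intron reads into the polyadenylated and 0.414 into the ribo-depleted library, far fewer than seen. A copy of the intron elsewhere was tested by matching its 30 bp windows to the reference, and 0 other positions had a match. Cells with an intact intron in the culture could also give such reads. Normalized intron reads were 2.71 and 1.84 times those of the wild type in LiCl, more than a mixture at the wild-type level would give, but the expression of such cells is not known. Reads across the exon junction that were placed on the intron may contribute as well. The intron reads per CDS read were 2.87 and 1.39 times the lowest ratio of the other 7 libraries. This argues against misplaced junction reads as the only source, provided that they arise at the same rate per CDS read in all libraries. That rate was not measured, so how many reads were placed in this way is not settled. An exchange with a wild-type library goes against *LYS2*, *HIS3* and *MET17*, and an exchange with a sorted library goes against *HO*, which had 147 and 79 reads in the libraries labelled intron deletion and at least 1572 in the sorted ones. RP genes took 2.86% of the CDS reads in the polyadenylated library labelled intron deletion, and 0.432% and 0.476% in those of the sorted cells. In ribo-depleted RNA these shares were 0.544%, 0.558% and 0.561%, so there they do not separate the libraries. A culture of the parental strain with an intact intron was not analysed here and is not excluded. The pattern cannot be told apart from cells with an intact intron or from junction reads misplaced at a higher rate than in the other libraries. No biological explanation was tested.

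*MET17* had 3048 and 1225 reads in the libraries labelled intron deletion, while the wild type in LiCl had 1 and 0. The sorted libraries had between 9918 and 40541 reads on *MET17* and at most 5 on *LYS2*, so on these markers they resemble the libraries labelled intron deletion and not the wild-type cultures. The Methods list *LYS2* and *HIS3* among the genes deleted in the parental strain of the intron deletion. The wild type in LiCl had 6707 and 5591 reads on *LYS2*, so by this marker it is not that parental strain. A difference in strain background may therefore account for the higher *RPS22B* CDS level in the libraries labelled intron deletion. In that case, the sorted cells would be as far above the wild type in LiCl. The higher of the sorted populations differed from that wild type by −0.12 in polyadenylated RNA and by 2.21 in ribo-depleted RNA. RP genes as a whole were much lower in the sorted polyadenylated libraries. Relative to the median of the other RP genes, the higher of the sorted populations was above the wild type by 3.54 in polyadenylated and by 3.54 in ribo-depleted RNA, and the libraries labelled intron deletion were 2.80 and 2.72 above it. The sorted cells were also treated differently and selected on Rps22B–GFP, so the rise cannot be told apart from strain background. Normalization was tested as well, and the lowest difference over its alternatives was 2.30.

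Retention of the *RPS22B* 5′ UTR intron in Rps22B-high against Rps22B-low cells changed by −0.20 in polyadenylated and by 0.30 in ribo-depleted RNA, in opposite directions. The difference between these changes was −0.50 (95% counting interval −0.89 to −0.11), which leaves out 0. With counts halved, as if both mates of each pair had been counted, the interval was −1.05 to 0.05 and included 0. Without replicates the variation between libraries is not known. After subtraction of the median change of all introns the values were −0.35 and 0.27, still opposite. If the labels of the sorted populations had been exchanged in one library type, the changes across genes would correlate negatively. Pearson's r across 6422 genes, which are not independent replicates, was 0.29. The pattern cannot be told apart from counting error or from variation between libraries. No biological explanation of the difference between library types was tested.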

How the results depend on the processing

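The alternatives were set before the data were examined, except the subtraction of a background read density, which was chosen after seeing the data. No paired analysis was possible because each condition has 1 library per library type.

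Of the main results and alternatives, 151 combinations stayed within the interval of the main value, or within 1.5 times the main count, 41 moved beyond it and 12 reversed. For single named introns and genes, 103 stayed, 33 moved and 8 reversed. A pseudocount of 1 moved none of 24 values of named introns.

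Dividing intron reads by the library's TMM-normalized total, in place of the host CDS reads, reversed the largest number of results. Against myriocin, the median change in LiCl over all introns became 0.57 in polyadenylated and 0.13 in ribo-depleted RNA, the introns at least 2-fold higher fell to 75 and 41, and those at least 2-fold lower in polyadenylated RNA became 10. RP introns then lay below other introns, with differences of −0.22 in both library types (−0.220 and −0.217). Against fenpropimorph, the median was 1.32 and 0.85 and the difference between RP and other introns 0.83 and 0.67. For myriocin against fenpropimorph, the median was 0.64 and 0.60, the difference 1.04 and 1.00, the introns at least 2-fold higher 111 and 88, and those lower in polyadenylated RNA 8. The *RPS22B* 5′ UTR intron became lower in LiCl than in myriocin (−1.92 and −2.55), fenpropimorph (−0.94 and −1.20) and NaCl (−1.71 and −3.00). Against high glucose it was 1.43 in polyadenylated and −0.44 in ribo-depleted RNA, and in Rps22B-high against Rps22B-low cells it was 0.66 in polyadenylated RNA. In ribo-depleted RNA the *MCR1* intron became higher in LiCl, by 0.72 against myriocin and 0.84 against fenpropimorph. *YIL177C* changed to 0.0960 and 0.0698 against myriocin and 0.0939 against fenpropimorph (polyadenylated), and *YJL225C* to 0.116 and 0.0814 against myriocin and 0.122 against fenpropimorph (polyadenylated). This setting measures intron reads without the level of the host transcript, which fell in LiCl for RP genes. The cause of the individual shifts was not tested.

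With 5′ UTR introns only, the median in LiCl was 1.89 and 2.32 against myriocin and 2.61 and 2.62 against fenpropimorph. RP genes hold 13 of these 24 introns. With a mean of at least 50 intron reads, the ribo-depleted median was 1.77 against myriocin and 2.05 against fenpropimorph. The introns at least 2-fold lower were then 3 against myriocin (*OM14*, *QCR9* and *MCR1*) and 1 against fenpropimorph (*MCR1*). For myriocin against fenpropimorph, 1 intron was lower in polyadenylated RNA (*DBP2*), and in ribo-depleted RNA 29 were higher and 2 lower (*DBP2* and *NOG2*). All these introns except *MCR1* are named after their values were seen. With this filter, the ribo-depleted medians of RP and other introns were 2.76 and 0.21 against myriocin, from 2.77 and 0.23. Against fenpropimorph they were 3.50 and 0.61, from 3.50 and 0.67. The groups hardly moved, so the higher median over all introns goes with which introns were kept, 211 of 286. The cause of the other shifts was not tested.

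With the background subtracted, the polyadenylated median against myriocin was 1.68. Against fenpropimorph the median was 2.92 and 2.19, and the difference between RP and other introns 4.61 and 3.82. For myriocin against fenpropimorph, the medians were 0.98 and 1.12 and the differences 2.73 and 1.61. The subtraction left 42 and 28 of the 102 RP introns without reads in fenpropimorph, so depth limits these last values.

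The *RPS22B* CDS level in the libraries labelled intron deletion was 2.30 above the wild type in polyadenylated RNA with total counts, where the median of all genes moved to −0.11. Relative to the other RP genes it was 2.80 and 2.72. In Rps22B-high against Rps22B-low cells in ribo-depleted RNA it was −0.13 with total counts and −0.14 relative to the other RP genes. The median change of RP genes in high glucose against LiCl was 1.39 in polyadenylated RNA with TMM computed without RP genes. The cause was not tested. Halving the counts widened the ribo-depleted interval of *RPS22B* retention in the sorted cells to −0.07 to 0.66, so at that depth a difference was not detectable.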

Differences from the paper's values

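The paper states that Rps22B-high cells have lower *RPS22B* 5′ UTR intron retention than Rps22B-low cells. The value computed here was lower in polyadenylated RNA (−0.20), with an interval of −0.49 to 0.09, and higher in ribo-depleted RNA (0.30). The paper's text does not name the library type behind this statement. Of the alternatives set before the data were examined, a pseudocount of 1 and halved counts kept both directions, so each reached the paper's direction in polyadenylated RNA only. With intron reads relative to the library's TMM-normalized total, the polyadenylated value was 0.66, and no setting gave a lower value in ribo-depleted RNA.

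The paper also states that Rps22B-high cells have a higher CDS transcript level. The value in polyadenylated RNA had that direction (0.86) under every normalization tried. In ribo-depleted RNA it was 0.02, with an interval of −0.07 to 0.11. There, DESeq2 size factors, TMM computed without RP genes and a pseudocount of 1 also gave values above 0, while total counts gave −0.13 and the level relative to the other RP genes −0.14.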

Other observations

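Of the tests in this part, the one on a background of reads was written before its result was seen. The others were chosen only after the result was seen. The intron reads relative to the library's TMM-normalized total, used for the fall of CDS reads, come from an alternative set before the data were examined.

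The higher intron retention of RP transcripts in LiCl is a ratio, and it may rise because CDS reads fell while intron reads did not. The median CDS level of RP genes in LiCl against myriocin changed by −2.45 in polyadenylated and −2.82 in ribo-depleted RNA. RP intron reads relative to the library's TMM-normalized total changed by a median of 0.47 and −0.00509 against myriocin. The fall of CDS reads would therefore be enough for the median ratio against myriocin in ribo-depleted RNA, and would leave a small rise in polyadenylated RNA. Against fenpropimorph, RP intron reads rose by 1.79 and 1.20, less than the ratio, so only part of the rise goes with the fall of CDS reads. Slower splicing, slower decay and lower transcription were not tested against each other.

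A constant background of reads over the genome would also raise the ratio when CDS reads fall. After its subtraction the lowest median change of RP introns in LiCl, over both reference drugs and library types, was 2.66, so the rise stayed. High expression of the host gene may explain why RP introns stand apart. The lowest percentile of the RP median among random introns matched on expression was 97.8, but the random lists were mostly RP introns themselves, with a median of 84 and 77 of 102 in polyadenylated and ribo-depleted RNA. Expression and RP identity cannot be told apart with them.

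The paper names the *RPS22B* 5′ UTR intron as the one with the largest increase in retention due to LiCl among 5′ UTR introns, from cultures set against a drug-free control. In the cultures with single stressors it ranked 13 of 24 5′ UTR introns in polyadenylated and 14 in ribo-depleted RNA, for LiCl against both myriocin and fenpropimorph. These are other samples and other reference conditions.

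In ribo-depleted RNA, the normalized *RPS22B* CDS level was 42.8 CPM in Rps22B-high and 42.2 in Rps22B-low cells, nearer to the 52.4 of the library labelled intron deletion than to the 9.24 of the wild type in LiCl. In polyadenylated RNA the sorted cells had 19.5 and 10.7, against 112 and 21.2. RP genes took 0.432% and 0.476% of the CDS reads in polyadenylated RNA of Rps22B-high and Rps22B-low cells, and 4.06% in the unsorted wild type in LiCl. The ribo-depleted libraries of the same RNA samples differed far less, with 0.558% and 0.561% in the sorted cells and 0.645% in the wild type. No explanation was tested.

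RP genes in high glucose were above LiCl but below the other stressors. The high glucose and NaCl cultures were not selected by growth inhibition, so differences in growth rate are not excluded. The median change of RP genes in high glucose was −1.22 and −1.57 against NaCl in polyadenylated and ribo-depleted RNA, −0.99 and −0.95 against myriocin, and −0.31 and −0.54 against fenpropimorph. These directions held under each of the 4 normalizations. With total counts the median of all genes moved to 0.37 in high glucose against NaCl (polyadenylated), where the RP median was −0.85.

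Of 6422 genes, 1936 were higher and 2018 lower in Rps22B-high than in Rps22B-low cells in both library types, and 2468 had opposite directions. The genes lowest in both were *MEP2*, *ERR3*, *ERR1*, *ERR2* and *PUT4*. *MEP2*, an ammonium permease gene, changed by −1.43 (−1.48 to −1.39) and −1.49 (−1.56 to −1.43), and *PUT4*, a proline permease gene, by −0.95 and −1.33. The *ERR* genes are near-identical copies whose reads the counting can split. The genes highest in both were *YKR075W-A*, *OST4*, *YOL014W*, *ZPR1* and *TYE7*, with changes between 0.63 and 0.87. With 1 library per population these differences have no replicate check, and no explanation was tested.

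*HO*, where the Methods place the mCherry construct of the sorted strain, was counted with 5348 and 8205 reads in the polyadenylated libraries of Rps22B-high and Rps22B-low cells, or 181 and 216 CPM on total counts. The wild-type cultures had from 4.10 CPM in LiCl to 110 in NaCl, and the library labelled intron deletion 3.69. In ribo-depleted RNA the sorted cells had 38.8 and 49.0 CPM, within the range of 2.07 to 54.8 of the wild-type cultures, and the library labelled intron deletion had 1.65. The labels of the ribo-depleted sorted libraries give *HO* as deleted. Which part of the gene the reads cover was not analysed here, and no explanation was tested.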
